# Diffusible signal factor primes plant immunity against *Xanthomonas campestris* pv. *campestris* (*Xcc*) *via* JA signaling in *Arabidopsis* and *Brassica oleracea*

**DOI:** 10.3389/fcimb.2023.1203582

**Published:** 2023-06-19

**Authors:** Qian Zhao, Fang Liu, Cong Song, Tingting Zhai, Ziwei He, Limei Ma, Xuemeng Zhao, Zhenhua Jia, Shuishan Song

**Keywords:** quorum sensing, *Xanthomonas campestris* pv. *campestris*, plant immunity, priming, Jasmonic acid, DSF

## Abstract

**Background:**

Many Gram-negative bacteria use quorum sensing (QS) signal molecules to monitor their local population density and to coordinate their collective behaviors. The diffusible signal factor (DSF) family represents an intriguing type of QS signal to mediate intraspecies and interspecies communication. Recently, accumulating evidence demonstrates the role of DSF in mediating inter-kingdom communication between DSF-producing bacteria and plants. However, the regulatory mechanism of DSF during the *Xanthomonas*-plant interactions remain unclear.

**Methods:**

Plants were pretreated with different concentration of DSF and subsequent inoculated with pathogen *Xanthomonas campestris pv. campestris (Xcc)*. Pathogenicity, phynotypic analysis, transcriptome combined with metabolome analysis, genetic analysis and gene expression analysis were used to evaluate the priming effects of DSF on plant disease resistance.

**Results:**

We found that the low concentration of DSF could prime plant immunity against *Xcc* in both *Brassica oleracea* and *Arabidopsis thaliana*. Pretreatment with DSF and subsequent pathogen invasion triggered an augmented burst of ROS by DCFH-DA and DAB staining. CAT application could attenuate the level of ROS induced by DSF. The expression of *RBOHD* and *RBOHF* were up-regulated and the activities of antioxidases POD increased after DSF treatment followed by Xcc inoculation. Transcriptome combined with metabolome analysis showed that plant hormone jasmonic acid (JA) signaling involved in DSF-primed resistance to *Xcc* in Arabidopsis. The expression of JA synthesis genes (*AOC2, AOS, LOX2, OPR3* and *JAR1*), transportor gene (*JAT1*), regulator genes (*JAZ1* and *MYC2*) and responsive genes (*VSP2, PDF1.2* and *Thi2.1*) were up-regulated significantly by DSF upon Xcc challenge. The primed effects were not observed in JA relevant mutant *coi1-1* and *jar1-1*.

**Conclusion:**

These results indicated that DSF-primed resistance against *Xcc* was dependent on the JA pathway. Our findings advanced the understanding of QS signal-mediated communication and provide a new strategy for the control of black rot in *Brassica oleracea*.

## Introduction

Quorum sensing (QS) is a process of cell-to-cell communication depending on the population density of bacteria. By monitoring the concentration of QS signal molecules, bacteria regulate gene expression to coordinate their collective behaviors in order to improve their adaptability to complex nutrition and environmental conditions. The diffusible signal factor (DSF) family represents an intriguing type of QS signal found in diverse Gram-negative bacteria and mediates intraspecies and interspecies communication (He et al., 2023). DSF- mediated cell-to-cell signaling plays an important role in the virulence of the *Xanthomonas* group (Kakkar et al., 2015). In *Xanthomonas campestris* pv. *campestris* (*Xcc*), a global-threat phytopathogen that causes black rot on crucifers (Meyer et al., 2005), DSF regulates the production of several secreted virulence factors such as the exopolysaccharide (EPS) xanthan, extracellular cell wall-hydrolyzing enzymes, and glucan (Barber et al., 1997). Recently, increasing evidence shows that DSF mediates inter-kingdom communication between DSF-producing bacteria and their eukaryotic hosts (Kakkar et al., 2015; Li et al., 2019; Tran et al., 2020; Ma et al., 2021; Song et al., 2022; Zhai et al., 2022; Zhu et al., 2022; He et al., 2023). Kakkar et al. (2015) reported first that plants have evolved to recognize DSF signals and induce innate immunity against pathogen infection in a dose-dependent manner. Infiltration of leaves with 100 μM of DSF induced hypersensitive reaction (HR) -like symptom, callose deposition, programmed cell death, the accumulation of autofluorescent compounds and hydrogen peroxide (H_2_O_2_), and the expression of pathogenesis-related protein 1 (*PR-1*) gene and then reduced disease severity and *Xcc* growth in *Nicotiana benthamiana*, *Arabidopsis*, and rice (Kakkar et al., 2015). Intriguingly, infiltration of 10 μM of DSF did not induce a significant amount of callose deposition, while pre-infiltration with DSF and subsequent challenge with flg22 caused a substantial amount of callose deposition. This suggests that the application of a lower concentration of DSF may prime plants and influence their subsequent defense response (Kakkar et al., 2015).

The DSF modulation of plant immunity is highly spatiotemporally regulated and influences a diverse array of host biological systems (He et al., 2023). Tran et al. (2020) examined DSF effects on plant growth and PAMP-triggered immunity (PTI) responses. It was found that a low concentration of DSF with 5–10 μM promoted the primary root growth, while ≥ 25 μM of DSF inhibited root elongation in *Arabidopsis*. It is consistent with the report of Zhai et al. (2022). The promotion of the primary root elongation by 2 μM of DSF was due to the enhancement of cell division in the meristem zone and cell expansion in the elongation zone and involvement with auxin signaling (Zhai et al., 2022).

DSF measuring 25 μM impaired flg22-elicited stomatal closure, callose deposition, and reactive oxygen species (ROS) burst. Such dampening of PTI responses was a consequence of a DSF-induced phytosterol production that impaired both clathrin-mediated endocytosis (CME) for internalizing FLS2 and FLS2 nano-clustering on the cell surface, which therefore desensitized *Arabidopsis* immune responses to the bacterial flagellum (Tran et al., 2020). A significant reduction of actin assembly was observed after DSF treatment in a dose-dependent manner starting from 25 μM (Ma et al., 2021). DSF elevated *Arabidopsis* cellulose production, which caused fewer restraints on lateral diffusion and nano-clustering of CW-bound type-1 formin, and thus further led to less actin nucleation during plant–bacteria communication (Ma et al., 2021). These pieces of evidence show that DSF-mediated plant–bacteria interaction is much more complex. The regulatory mechanism of DSF during the *Xanthomonas*–plant interactions remains unclear.

Plant hormones play major roles in the establishment of signaling networks to regulate plant growth and stress-related responses (Ruan et al., 2019). Jasmonic acid (JA)- and salicylic acid (SA)-mediated signaling pathways are mainly related to plant resistance, prompting plant responses to external damage (mechanical, herbivore, and insect damage) and pathogen infection (Ruan et al., 2019). Evidence demonstrates that JA signaling and SA signaling are involved in QS molecule-primed plant immunity. *N*-3-Oxo-tetradecanoyl-l-homoserine lactone (3OC14-HSL), one of the QS molecules, was reported to prime plants for cell wall reinforcement and induce resistance to bacterial pathogens *via* the SA/oxylipin pathway (Schenk et al., 2014). Another QS molecule, *N*-3-oxo-octanoyl-l-homoserine lactone (3OC8-HSL), primes *Arabidopsis* defense response to hemi-biotrophic bacterial infection depending on the SA signaling pathway (Liu et al., 2020), while it primes *Arabidopsis* resistance against necrotrophic pathogen by coordinating JA and auxin signaling pathways (Liu et al., 2022). Different from a single *N*-acyl homoserine lactone (AHL) molecule, the combination of AHL molecules including 3OC14-HSL, *N*-3-oxo-dodecanoyl-l-homoserine lactone (3OC10-HSL), 3OC8-HSL, and *N*-3-oxo-hexanoyl-l-homoserine lactone (3OC6-HSL) primes *Arabidopsis* defenses *via* JA metabolism (Duan et al., 2023). A recent study demonstrated that plant SA signal directly acts on the QS system of the invading pathogen *Xcc* to affect its virulence by inducing the turnover of the DSF family QS signal *via* a pH-dependent manner (Song et al., 2022). However, the role of plant hormones in DSF-mediated *Xanthomonas*–plant interactions and the associated underlying molecular mechanisms are not yet fully understood.

In this study, we examined the effects of DSF on triggering the plant defense responses with a low concentration (0.1–10 μM), which was considered as the priming concentration during plant-*Xcc* interaction (Kakkar et al., 2015). It was found that 2 μM of DSF could prime plant immunity effectively against *Xcc* in both *Brassica oleracea* and *Arabidopsis thaliana*. DSF pretreatment decreased the disease symptoms and *Xcc* proliferation on plant leaves. ROS burst, H_2_O_2_ accumulation, and antioxidase activation were observed after DSF treatment followed by *Xcc* inoculation. Transcriptome combined with metabolome analysis showed that plant hormone JA signaling was involved in DSF-primed resistance to *Xcc* in *Arabidopsis*. Upregulating gene expression and desensitizing *Arabidopsis* mutants of JA signaling confirmed that DSF-primed resistance against *Xcc* was dependent on the JA pathway. Our findings advanced the understanding of QS signal-mediated communication and provide a new strategy for the control of black rot in *B. oleracea*.

## Materials and methods

### Plant materials and growth conditions

*A. thaliana* (L.) cv. Columbia-0 and the homozygous T-DNA inserted mutants *coi1-1* (CS4144) and *jar1-1* (CS8072) were obtained from The *Arabidopsis* Information Resource (TAIR http://www.arabidopsis.org). *Arabidopsis* seeds were surface-sterilized by 75% (v/v) ethanol and 20% (v/v) NaClO and geminated on Murashige and Skoog (MS) Polygel medium (Murashige and Skoog, 1962) adjusted to pH 5.8. The seeds were stratified at 4°C for 2 days and then grown in a growth chamber at 22°C ± 2°C and a 16- h light/8- h dark cycle with a light intensity of 120 μmol·m^2^·s^−1^. Ten- day-old seedlings grown vertically on MS polygel plates were transplanted into a floating hydroponic system containing sterile Hoagland medium for another 10 days. These seedlings were used for DSF or pathogenic treatments. Fertilized substrate TS1 (Klasmann-Deilmann GmbH, Saterland, Germany) and vermiculite (1:2) were used for soil culture.

Cabbage (*B. oleracea* var. *capitata* L.) seeds were soaked in water until germination and then transplanted into a floating hydroponic system containing sterile MS medium at 25°C ± 2°C and under 16/8-h photoperiod (light/dark) with a light intensity of 120 μmol·m^2^·s^−1^. Fertilized substrate TS1 (Klasmann-Deilmann GmbH, Germany) and vermiculite (1:1) were used for soil culture.

### Bacterial strains and growth conditions

*X. campestris* pv. *campestris* (*Xcc*) wild-type strain 8004 and its *rpfF* gene deletion mutant strain Δ*rpfF* were grown in NYG agar or NYG medium containing 25 µg/ml of rifampicin at 28°C. *Xcc* was cultured overnight with shaking at 200 rpm, then collected by centrifugation, washed, and re-suspended with 10 mM of sterile MgSO_4_. Bacterial growth was measured in a spectrophotometer at 600 nm. The bacterial inoculum cells were diluted to a final density of 1 × 10^8^ CFU/ml by 10 mM of sterile MgSO_4_.

### DSF treatment

DSF (*cis*-11-methyl-2-dodecenoic acid) was purchased from Sigma-Aldrich (St. Louis, MO, USA), stored dry, diluted as 10- mM stock solutions in dH_2_O, and sterilized by passing them through a 0.22-µm filter just prior to use. Indicated concentrations of DSF were used as the treatments in our experiments. The untreated plants were taken as the control.

### Pathogenicity tests

To inoculate *Arabidopsis* with *Xcc*, the roots of 20-day-old hydroponic seedlings were pretreated with different concentrations (0 nM, 100 nM, 1 µM, 2 µM, 5 µM, and 10 µM) of DSF for 48 h; then, the leaves were sprayed with 1 × 10^8^ CFU/ml of *Xcc*. After inoculation for 24, 48, and 72 h, 100 mg of leaf tissues was harvested and homogenized in 10 mM of MgSO_4_. Then, the homogenate was diluted and plated onto YNG agar medium containing 25 µg/ml of rifampicin for colony- forming unit (CFU) counting. Three independent biological experiments were conducted with three technical replications each. Detached leaves from 4-week-old soil-cultured *Arabidopsis* seedlings were soaked in sterile dH_2_O or 2 µM of DSF for 48 h. Then, leaves were placed in sterile Petri dishes containing two layers of moist filter paper to maintain high humidity. Leaves were inoculated with 1 × 10^8^ CFU/ml of *Xcc* and cultured at 28°C. The disease symptoms were investigated at 72 h after inoculation. Sterile dH_2_O treatments were taken as the control. Three independent biological experiments were conducted, and each of them included at least 18 leaves.

Cabbage soil-cultured in four leaves and one shoot period was used for treatments. Two pathogenic inoculation methods were used for cabbage. The suspension inoculation method was performed by making a small cross at the petiole on the back of cabbage leaves and dropping 10 µl of bacterial suspension with the cut exposed to air until it is absorbed. The leaf cutting inoculation method was performed by cutting a wound perpendicular to the main vein of the leaf with scissors dipped in the bacterial suspension. Detached leaves were soaked in sterile dH_2_O or 2 µM of DSF for 48 h, placed in sterile Petri dishes containing two layers of moist filter paper, suspension- inoculated with 1 × 10^8^ CFU/ml of *Xcc*, and cultured at 28°C. CFU counting was conducted at 72 h, and the disease symptom was investigated 9 days after inoculation. In the pot experiment, the roots of cabbage were treated with sterile dH_2_O or 2 µM of DSF for 48 h when the soil was almost dry, and the leaves of cabbage underwent suspension inoculation or leaf cutting inoculation with 1 × 10^8^ CFU/ml of *Xcc* and cultured at 28°C. The disease symptom was investigated 21 days after inoculation. Sterile dH_2_O treatments were taken as the control. Three or six independent biological experiments were conducted, and each of them included at least eight leaves and six seedlings.

### DCFH-DA staining

*Arabidopsis* seeds were surface-sterilized and geminated on MS Polygel medium for 3–5 days. The seedlings were transplanted to 1/2 MS Polygel medium containing 2 µM of DSF when the root length was up to 1.5–2 cm. DSF-untreated seedlings were taken as the control. After 1, 3, 6, 12, 24, 36, and 48 h of treatments, the roots were stained by 10 µM of 2′,7′-dichlorofluorescin diacetate (DCFH-DA; Sigma-Aldrich, Taufkirchen, Germany) for 1 h and washed three times by 1/2 MS medium, and then the green fluorescence intensity was examined by a laser scanning confocal microscope (excitation, 488 nm; emission, 500-550 nm; Leica SP8, Leica Biosystems, Wetzlar, Germany).

To determine H_2_O_2_ accumulation induced by DSF, 50 µg/ml of catalase (CAT) was used with DSF treatment. DCFH-DA staining was performed, and fluorescence intensity was scanned after 24 h of treatment. Three independent experiments were performed with 8–19 roots for each treatment.

### DAB staining

Detached leaves of 4-week- old *Arabidopsis* seedlings were pretreated with 2 µM of DSF for 2 days and then inoculated with 1 × 10^8^ CFU/ml of *Xcc* for 0, 3, 6, 12, 24, and 48 h. Leaves were soaked in 1 mg/ml of 3,3′-diaminobenzidine (DAB; Sigma-Aldrich, Germany) and shaken at 80–100 rpm for 4–8 h at 28°C in the dark. Then, 95% ethanol was used to bleach the leaves. DSF-untreated leaves were taken as the control. The experiments were performed three times with six leaves for each treatment.

### Hydrogen peroxide determination

Twenty-day- old hydroponic *Arabidopsis* seedlings were pretreated with or without 2 μM of DSF in roots for 48 h and then spray-inoculated with 10^8^ CFU/ml of pathogen *Xcc*. Leaves of plants were harvested at 48 h after DSF pretreatment and 48 h after *Xcc* inoculation. H_2_O_2_ content was determined using a Hydrogen Peroxide assay kit according to the manufacturer’s instructions (Solarbio Science & Technology Co., Ltd., Beijing, China). H_2_O_2_ reacts with titanium sulfate to form a yellow titanium peroxide complex, which has characteristic absorption at 665 nm. Three independent biological experiments were conducted with three technical replicates each.

### Peroxidase activity determination

Twenty-day- old hydroponic *Arabidopsis* seedlings were pretreated with or without 2 μM of DSF in roots for 48 h and then spray-inoculated with 10^8^ CFU/ml of pathogen *Xcc*. Leaves of plants were harvested at 48 h after DSF pretreatment and 48 h after *Xcc* inoculation. The enzymatic activity of peroxidase (POD) was determined using POD Activity Assay Kit according to the manufacturer’s instructions (Solarbio Science & Technology Co., Ltd., Beijing, China). Three independent biological experiments were conducted with three technical replicates each.

### RNA-seq

Twenty-day- old hydroponic *Arabidopsis* seedlings were pretreated with or without 2 μM of DSF in roots for 48 h and then spray-inoculated with 10^8^ CFU/ml of pathogen *Xcc*. Leaves of plants were harvested at 48 h after DSF pretreatment and 48 h after *Xcc* inoculation. Total RNA was extracted from treated and control plants using TRIzol^®^ Reagent according to the manufacturer’s instructions (Magen). Paired-end libraries were prepared using ABclonal mRNA-seq Lib Prep Kit (ABclonal, Wuhan, China) following the manufacturer’s instructions. The library preparations were sequenced on an Illumina Novaseq 6000, and 150 bp paired-end reads were generated. Raw data of fastq format were first processed through in-house perl scripts by r emoving the adapter sequence and filtering out low- quality and N ratio greater than 5% reads to obtain clean reads that can be used for subsequent analysis. Then, clean reads were separately aligned to the reference genome with orientation mode using HISAT2 software (http://daehwankimlab.github.io/hisat2/) to obtain mapped reads. FeatureCounts (http://subread.sourceforge.net/) were used to count the read numbers mapped to each gene. Then, the Fragments per Kilobase Million (FRKM) of each gene was calculated based on the length of the gene and the reads count mapped to this gene. Differential expression analysis was performed using the DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html), DEGs with | log2FC | > 1 and p adjust < 0.05 were considered to be significantly differentially expressed genes. ClusterProfiler R software package was used for Gene Ontology (GO) function enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. When p < 0.05, it is considered that the GO or KEGG function is significantly enriched. The data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE229511 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229511).

### Targeted metabolomics analysis and phytohormone determination

Twenty-day- old hydroponic *Arabidopsis* seedlings were pretreated with or without 2 μM of DSF in roots for 48 h and then spray-inoculated with 10^8^ CFU/ml of pathogen *Xcc*. Leaves of plants were harvested at 48 h after DSF pretreatment and 48 h after *Xcc* inoculation. Targeted metabolomics analysis based on multiple reaction monitoring (MRM) technology was performed. Samples were ground using liquid nitrogen, and metabolites were extracted by acetonitrile solution (1%FA). Samples were separated by Agilent 1290 Infinity LC ultra-high- performance liquid chromatography (Agilent, Santa Clara, CA, USA). The conditions of ultra-high-performance liquid chromatography (UHPLC) are as follows: the mobile phase system is 1%FA solution (A) and acetonitrile (B); the chromatographic column is ACQUITY UPLC BEH C18 1.7 μm, 2.1 mm × 100 mm column (Waters, Milford, MA, USA); column temperature, 40°C; liquid velocity, 0.4 ml/min. Gradient eluted program: 0–20 min, 0%–90%B; 20–25 min, 90%B; 25–27 min, 90%–0%B; 27–30 min, 0%B. Mass spectrometric analysis was performed by Thermo Scientific TSQ Quantiva (Thermo, Waltham, MA, USA). The conditions were as follows: sheath gas flow, 30 Arb; auxiliary gas flow, 10 Arb; sweep gas flow, 8 Arb; collision gas, 1.5 mTorr; ion transfer tube temperature, 350°C; vaporizer temperature, 300°C; spray voltage, 3.0 kV. Thermo Scientific Xcalibur 2.1 software was used for data analysis. The Quantitative results of phytohormones were calculated based on the standard curve.

Samples were harvested at 0, 6, 12, 24, and 48 h after *Xcc* inoculation in DSF 48 h-pretreated seedlings or non-DSF-pretreated seedlings (taken as the control). The contents of JA and JA-Ile were determined according to the above method.

### qRT-PCR

Twenty-day- old hydroponic cultured *Arabidopsis* and cabbage seedlings were treated with 2 µM of DSF for 0, 6, 12, 24, and 48 h and then harvested for RNA extraction. Untreated plants were used as controls. Other treatments were that DSF- pretreated seedlings for 48 h were inoculated with 1 × 10^8^ CFU/ml of *Xcc* for 0, 6, 12, 24, and 48 h and then harvested for RNA extraction. DSF-untreated plants were used as controls. Total RNA was extracted using the RNAiso Plus reagent (TaKaRa, Dalian, China). cDNA was synthesized using the PrimeScript^®^ RT Reagent Kit with gDNA Eraser (TaKaRa, Dalian, China) according to the manufacturer’s instructions. SYBR Premix Ex Taq was purchased from TaKaRa (Shiga, Japan). For the relative quantification of gene expression, the comparative CT method (Livak and Schmittgen, 2001) was used with the 7500 Real Time PCR System (Applied Biosystems, Foster City, CA, USA). The amount of target was normalized to the endogenous reference gene *ACTIN2/8* (AT3G18780) in *Arabidopsis* and *BoACTIN1* (AF044573) in cabbage. For technical control, each sample was repeated three times on the same 96-well plate. Each data point represents the average of three independent experiments. A 1.5-fold increase (ratio > 1.5) or 1.5-fold decrease (ratio < 0.8) in expression in the treated plants compared with the untreated plants (the control) was considered as upregulation or downregulation, respectively, in relation to DSF response. The specific primers used for qRT-PCR are shown in **Supplementary Table 1**.

### Statistical analysis

For all experiments, the overall data were statistically analyzed in the DPS v7.05 program. Univariate and multivariate analyses (ANOVA) with Duncan’s new multiple- range tests (p < 0.05) were used. All data were represented as means ± SD of three or six independent experiments.

## Results

### DSF protects *Arabidopsis* from *Xcc* infection

The influence of bacterial QS molecule DSF on priming plant defense responses was analyzed. Detached leaves from 3–4-week- old soil-cultured *Arabidopsis* were pretreated with 2 µM of DSF for 48 h prior to spray inoculation with 10^8^ CFU/ml of pathogen *Xcc*. The disease symptoms were observed at 72 h after inoculation. The leaves pretreated with DSF exhibited no significant *Xcc* symptoms, while the un-pretreated leaves turned yellow (**Figure 1A**). To evaluate the dose-dependent induction effects of DSF on *Xcc*, a series concentration of DSF, ranging from 0.1 to 10 µM, were used to pretreat the roots of hydroponic *Arabidopsis* seedlings for 48 h and then spray-inoculated with *Xcc* in leaves. The bacterial CFUs in the leaf tissue were counted at 72 h post- inoculation (hpi). Pathogen proliferation was significantly inhibited by 1, 2, and 5 µM of DSF (**Figure 1B**). The optimum concentration of DSF treatment that was screened was 2 µM. To monitor the disease progression on the leaves of DSF-pretreated plants, CFUs were monitored for 72 h after pathogen infection. While bacterial titer gradually increased in the leaves of *Arabidopsis* without DSF pretreatment, pathogen proliferation was significantly reduced in the DSF-pretreated plants after 48- and 72- h inoculation (**Figure 1C**). The expression of PTI marker genes *WRKY22* and *FRK1* was detected by qPCR in seedlings pretreated by DSF prior to *Xcc* infection. DSF induced the expression of *WRKY22* and *FRK1* to dramatically increase at 48 hpi, and the fold change was up to 5.33 and 4.1, respectively (**Figures 1D, E**). These results indicated that DSF may play an important role in protecting plants from *Xcc* infection.

**Figure 1:**
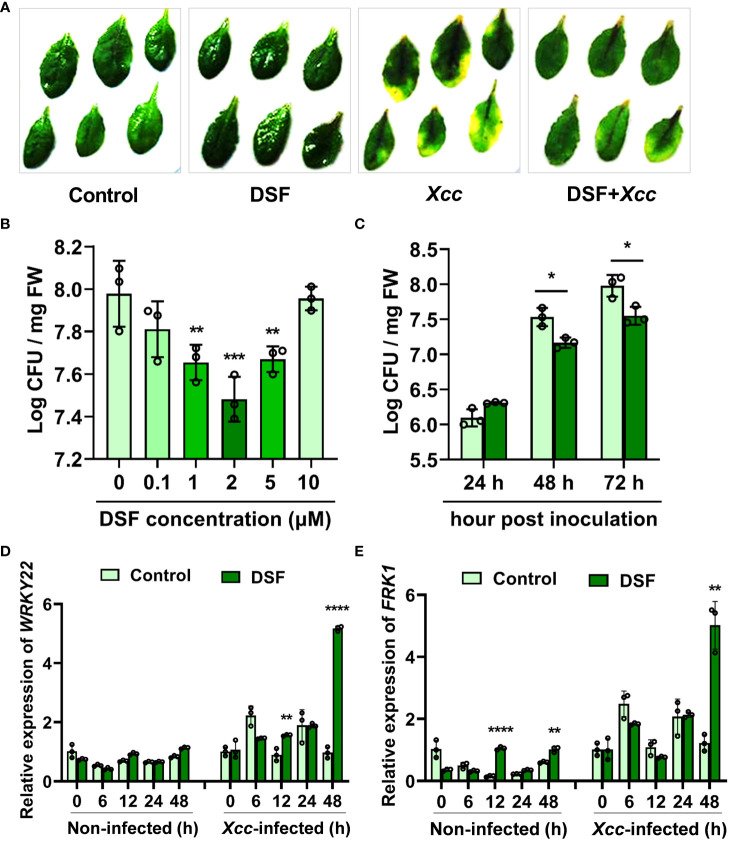
Enhanced resistance of DSF-treated *Arabidopsis* against *Xcc*. **(A)** Symptoms of *Xcc* infection on wild-type *Arabidopsis* Col-0 pretreated with 2 µM of DSF. The disease symptoms were recorded at 72 h after inoculation. **(B)** Priming effects of different concentrations of DSF on *Xcc* growth in *Arabidopsis*. The roots of hydroponically grown plants were pretreated with indicated concentrations of DSF for 48 h prior to foliar inoculation with 10^8^ CFU/ml of *Xcc*. CFUs were counted at 72 hpi. **(C)** Inhibitory effect of DSF on *Xcc* growth in *Arabidopsis*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. CFUs were counted at indicated hpi. **(D)** The expression level of PTI marker gene *WRKY22*. **(E)** The expression level of PTI marker *FRK1*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. Samples were harvested at indicated time points for qPCR. Three independent experiments were performed with three replicates in each experiment, and similar results were obtained. Values are means ± SD of three independent experiments. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). DSF, diffusible signal factor; CFU, colony-forming unit; hpi, post-inoculation.

In consideration of DSF being the main QS molecule generated by *Xcc*, the *rpfF* gene deletion mutant strain Δ*rpfF*, which is not able to produce DSF, was introduced to detect the effect of DSF on priming plant resistance to pathogens. First, exogenous DSF had no influence on bacterial growth in both *Xcc* wild-type strain 8004 and *Xcc*Δ*rpfF* (**Supplementary Figure 1B**). Pathogen proliferation of *Xcc*Δ*rpfF* was also inhibited by exogenous DSF application, which has no difference compared to *Xcc*8004, in *Arabidopsis* (**Supplementary Figure 1A**). It indicated that the DSF priming effect was not influenced by endogenous DSF generated by *Xcc*.

### DSF elicits ROS burst in *Arabidopsis* roots

DCFH-DA probe was used to monitor the oxidation–reduction process in cells and detect intracellular ROS production, especially H_2_O_2_, with the intensity of green fluorescence (Lyublinskaya et al., 2017). The roots of *Arabidopsis* treated with DSF for 0, 1, 3, 6, 12, 24, 36, and 48 h were stained by DCFH-DA. An increasing enhancement of green fluorescence was observed along with DSF treatment time extension, while there were no significant changes in the untreated control (**Figure 2A**). The peak of the intensity of green fluorescence was at 24 h after DSF treatment (**Figure 2B**). To test H_2_O_2_ accumulation induced by DSF, CAT, one of the main enzymes that catalyze the breakdown of hydrogen peroxide, was applied with DSF treatment for 24 h in DCFH-DA staining assay. CAT significantly reduced the intensity of green fluorescence induced by DSF (**Figures 2C, D**). These results suggested that DSF can elicit ROS burst and H_2_O_2_ accumulation in *Arabidopsis*.

**Figure 2:**
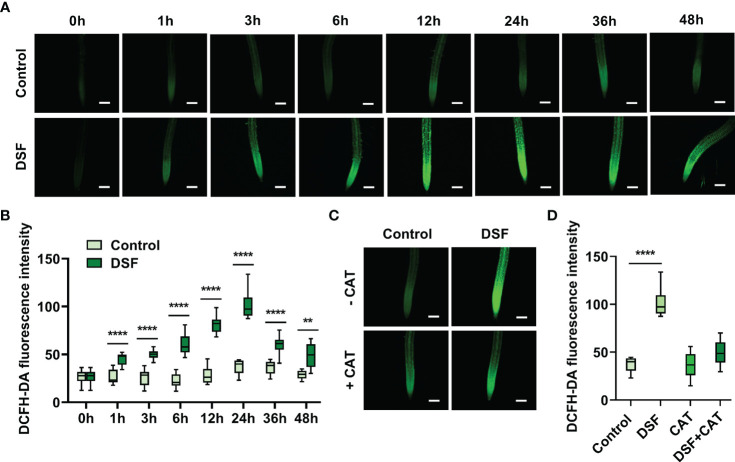
Effects of DSF on ROS burst by DCFH-DA staining in *Arabidopsis* root. **(A)** Green fluorescence of primary roots in 5-day-old *Arabidopsis* Col-0 seedlings exposed to 2 µM of DSF for indicated time. Scale bar = 100 μm. **(B)** Intensity of green fluorescence from panel **(A, C)** CAT effect on fluorescence diminishing; 50 μg/ml of CAT and 2 µM of DSF co-treated the roots of 5-day-old *Arabidopsis* seedlings for 24 h, and green fluorescence was observed. Scale bar = 100 μm. **(D)** Intensity of green fluorescence from panel **(C)** Three independent experiments were performed and 8–19 roots each treatment. Values are means ± SD of three independent experiments. Asterisks indicate statistically significant differences (ANOVA test, **p < 0.01, ****p < 0.0001). DSF, diffusible signal factor; ROS, reactive oxygen species; CAT, catalase.

### DSF triggers H_2_O_2_ accumulation upon pathogen infection

H_2_O_2_ accumulation in leaves was analyzed first by DAB staining. Detached leaves of *Arabidopsis* pretreated with 2 µM of DSF were stained after *Xcc* inoculation at different time points. Brown color in DSF-pretreated leaves was deeper than in un-pretreated leaves after 12 hpi, and the most obvious difference appeared at 24 hpi (**Figure 3A**). Then, the level of H_2_O_2_ in leaves was determined by titanium sulfate colorimetry at 24 h post *Xcc* inoculation. A very strong accumulation of H_2_O_2_ was detected in DSF-pretreated leaves after pathogen infection (**Figure 3B**). Meanwhile, the activity of POD, one of the main H_2_O_2_ scavenging enzymes, also rose rapidly when induced by DSF pretreatment with subsequent pathogen invasion (**Figure 3C**). The gene expression of respiratory burst oxidase homolog proteins D and F (*RBOHD* and *RBOHF*) were detected by qPCR in seedlings pretreated by DSF prior to *Xcc* infection. RBOHD and RBOHF were the calcium- dependent NADPH oxidases that play important roles in generating ROS in plant immunity. DSF induced the expression of *RBOHD* and *RBOHF* to increase at 12 h after DSF treatment and at 12 and 48 h after *Xcc* infection (**Figures 3D, E**). The expression of RBOHF was greatly triggered at 6 h after *Xcc* infection, while there was no significant difference between DSF pretreatment and the un-pretreated control perhaps due to the *Xcc* challenge. These results indicated that DSF pretreatment could trigger RBOH-mediated ROS production when the plant underwent the *Xcc* challenge.

**Figure 3:**
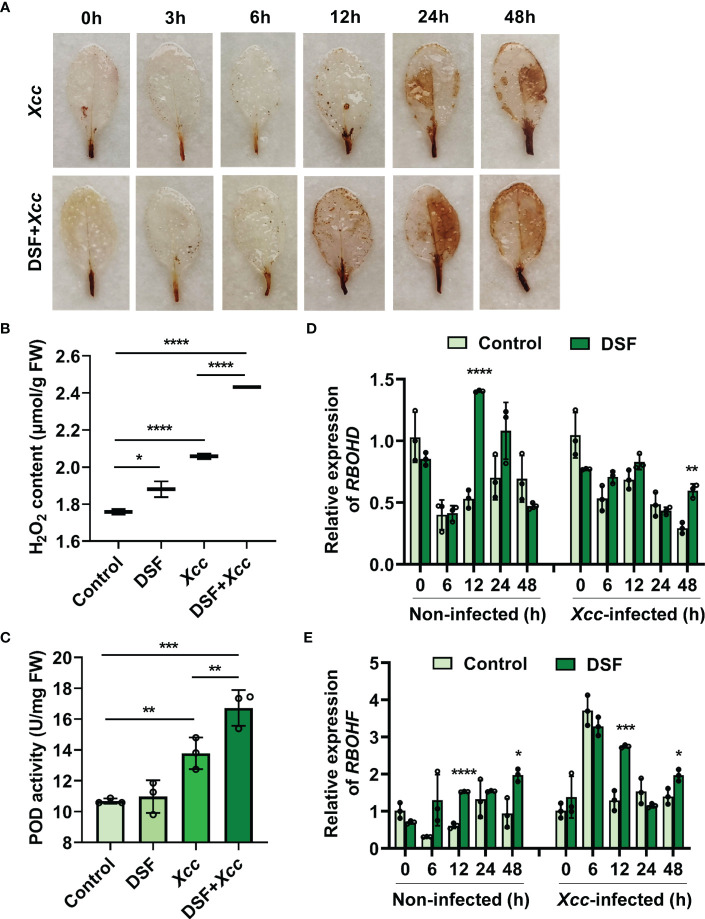
Effects of priming by DSF and pathogen challenge on H_2_O_2_ accumulation. **(A)** H_2_O_2_ accumulation in leaves stained by diaminobenzidine (DAB). Detached leaves of *Arabidopsis* pretreated with or without 2 µM of DSF for 48 h and then inoculated with 10^8^ CFU/ml of *Xcc* inoculation. Leaves at indicated hpi were stained by DAB for 24 h. After de-staining, the leaves were photographed. The experiments were performed with six leaves per treatment, and similar results were obtained in three independent experiments. **(B)** H_2_O_2_ content in *Arabidopsis* leaves. **(C)** POD activity in *Arabidopsis* leaves. Control presents the sample with distilled water treatment for 48 h. DSF presents DSF treatment for 48 h. *Xcc* presents *Xcc* inoculation for 48 h. DSF+*Xcc* presents DSF pretreatment for 48 h followed by *Xcc* inoculation for another 48 h. Control is the untreated seedlings that grew synchronously with DSF- treated seedlings. **(D)** The expression level of *RBOHD*. **(E)** The expression level of *RBOHF*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. Samples were harvested at indicated time points for qPCR. Values are means ± SD of three independent experiments. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). DSF, diffusible signal factor; CFU, colony-forming unit; POD, peroxidase; hpi, post-inoculation.

### Transcriptional changes primed by DSF in *Arabidopsis*

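Transcript levels were measured by RNA sequencing in leaves of hydroponically grown Arabidopsis seedlings aged 20 days, in 4 groups of 3 libraries each. DSF is a fatty acid signal that Xcc, the bacterium behind black rot of crucifers, releases to sense its own density. Untreated seedlings (CK) and seedlings given 2 µM of DSF at the roots (DSF) were harvested after 48 h. Seedlings inoculated with Xcc without pretreatment (Xcc) and seedlings given DSF for 48 h before the inoculation (DSF+Xcc) were harvested 48 h after inoculation. The inoculated groups were therefore harvested 96 h after the start and the other groups 48 h after it.
The authors removed adapters and low-quality reads, aligned the remaining read pairs with HISAT2 and counted them on genes with featureCounts. The paper names an orientation mode for the alignment and gives no strand setting for the counting. Tool versions and the genome build are not given in the sources used here. The deposited values are the counts per gene, without normalization, and the FPKM calculated from them. The total count was 21372873, 33916898 and 36270417 in CK 1, CK 2 and CK 3. It was 27790962, 26472380 and 30009937 in DSF 1, DSF 2 and DSF 3. The Xcc libraries held 33647833, 24462702 and 34675401 counts, and the DSF+Xcc libraries 34567183, 34181826 and 27703764.
From the 32992 genes of the table, 21911 with enough counts were tested with edgeR's quasi-likelihood test after TMM normalization. All 12 libraries entered one model with a mean for each group, so the groups shared an estimate of the spread between replicates. A gene was taken as a DEG at the paper's thresholds, an adjusted p under 0.05 by the Benjamini-Hochberg method and a log2 fold change over 1 in size. The paper used DESeq2 and does not state which libraries entered a fit, so DESeq2 was also run on all groups and on the compared groups alone. In counts simulated for DSF vs. CK with a 4-fold change in 200 of 21911 genes, the edgeR model called 184 of the changed genes and 79 others. For DSF+Xcc vs. Xcc it called 181 of the changed genes and 0 others. In the simulated DSF vs. CK the others were a larger share of the calls than 0.05. Some of the DEGs called there may therefore be false.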

To clarify the mechanism of DSF priming the plant immunity against *Xcc*, an RNA sequencing approach was employed to analyze the changes in transcriptomic gene expression in *Arabidopsis*. The seedlings were pretreated by DSF for 48 h following *Xcc* infection for another 48 h. DSF- untreated seedlings with synchronous growth were taken as blank control, and *Xcc* -inoculated seedlings without DSF pretreatment were taken as pathogen control. 

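The replicates of the 4 groups differed in how closely they lay together. The spread between replicates, as a biological coefficient of variation, was 38.5% in CK and 34.4% in DSF, against 14.4% in Xcc and 9.64% in DSF+Xcc (n = 3 libraries in each group). In a principal component analysis of log2 CPM (counts scaled to the normalized library size), the first component held 44.2% of the variance. On it CK 1 lay at -149.87 and DSF 1 at -95.09, while the other 10 libraries lay between -11.06 and 42.85. The second component held 30.1% of the variance, and on it the inoculated libraries lay between 35.38 and 48.46 and the others between -79.60 and 14.16. CK 1 also differed in composition, with 27% of its counts on its 50 most abundant genes, against 10.4% to 19.4% in the other libraries. The most abundant gene of CK 1, AT3G41768, took 4.04% of its counts, against 0.305% to 1% elsewhere. Plastid genes took 5.46% of the counts of CK 1, against 1.1% to 2.44% elsewhere, with 1.71% in DSF 1. TMM normalization factors were 0.743 in CK 1 and 0.844 in DSF 1, and between 0.985 and 1.1 in the other libraries.

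**Figure D1:**
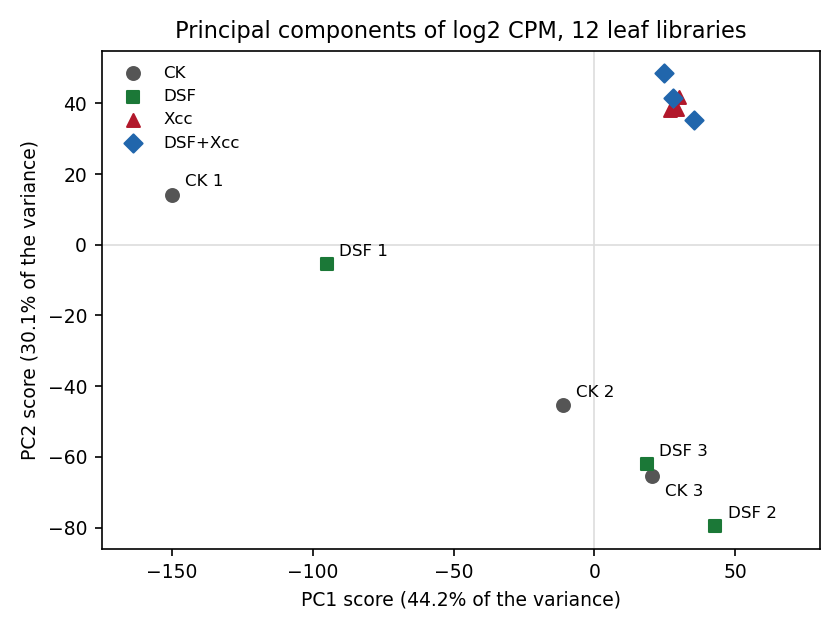
Principal component analysis of the 12 libraries on log2 CPM of the 21911 genes tested. The horizontal axis is the first component (44.2% of the variance), the vertical axis the second (30.1%), and each point is a library. Replicate 1 of CK and replicate 1 of DSF lie apart from the other libraries along the first component.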

A total of 230 differentially expressed genes (DEGs) including 191 upregulated genes and 39 downregulated genes were identified in DSF- treated seedlings compared to untreated control. 

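With edgeR's quasi-likelihood test, 150 of the 21911 genes tested were DEGs in DSF vs. CK, 130 upregulated and 20 downregulated. Without the threshold on the fold change, 266 genes had an adjusted p under 0.05. DESeq2 on the CK and DSF libraries alone gave 237 DEGs, 196 upregulated and 41 downregulated, which held 147 of the 150. The lowest count of the alternatives came from edgeR on the same 6 libraries, with 0 DEGs, 1315 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0629. All edgeR calls named for DSF vs. CK were thus lost in that fit, which the lists of lost calls below mostly leave out. The highest count, 531, came from leaving out replicate 1 of both CK and DSF, which was chosen after the data were seen. Leaving out 1 library at a time gave 34 to 288 DEGs. The count moved by more than 1.5 times without CK 2 (34), CK 3 (79), DSF 1 (288), DSF 3 (43), Xcc 2 (97), DSF+Xcc 1 (94), DSF+Xcc 2 (98) and DSF+Xcc 3 (96). The downregulated count moved with the setting too. It was 77 (with 310 upregulated) by DESeq2 on all groups, 113 (with 418) without replicate 1 of both CK and DSF, 45 without the fold threshold, 9 with the replicate number as a block, 11 without normalization factors, 13 without a filter on low counts, and 7 and 10 by limma on FPKM with a pseudocount of 1 and 0.1. It was 56 without CK 1, 2 without CK 2, 6 without CK 3, 55 without DSF 1, 5 without DSF 2, 2 without DSF 3, 9 without Xcc 1, Xcc 2 or Xcc 3, and 8, 10 and 9 without DSF+Xcc 1, 2 and 3.
Among the upregulated DEGs with separate groups and a mean CPM of at least 1, BHLH92 (AT5G43650) rose most, from 0.149 ± 0.136 to 2.96 ± 0.601 CPM (mean ± SD, n = 3). Its log2 fold change was 4.10 (standard error 0.61, edgeR adjusted p = 0.0136). The lectin receptor kinase gene LECRK52 (AT1G70130) followed with a log2 fold change of 3.86 (standard error 0.52, edgeR adjusted p = 0.00883), ahead of JAZ10. TIFY 5B (AT2G34600), also named JAZ7, and TIFY5A (AT1G30135), also named JAZ8, rose by 3.53 (standard error 0.60, edgeR adjusted p = 0.0248) and 3.46 (standard error 0.54, edgeR adjusted p = 0.0166). LECRK52 lost its call without CK 2 (adjusted p = 0.0523). BHLH92 lost it without CK 2 (0.0562), CK 3 (0.0559) and DSF 3 (0.0673), and TIFY5A without the same libraries (0.0612, 0.0678 and 0.0673). TIFY 5B lost it without CK 1 (0.0514), CK 2 (0.0577), CK 3 (0.0625), DSF 3 (0.097), Xcc 2 (0.0514) and DSF+Xcc 3 (0.0528).
By the same rule the largest decreases were those of WAK3 (AT1G21240), with a log2 fold change of -4.67 (standard error 0.93, edgeR adjusted p = 0.047), UGT74E2 (AT1G05680), at -4.16 (standard error 0.83, edgeR adjusted p = 0.0471), and AT5G16980, at -2.60 (standard error 0.52, edgeR adjusted p = 0.047). The calls of WAK3, UGT74E2 and AT5G16980 were lost with the replicate number as a block (adjusted p = 0.0659, 0.101 and 0.0934) and under limma on FPKM with either pseudocount. WAK3 also lost it without any library but CK 1 (0.0644 to 0.175), UGT74E2 without any but CK 1 and DSF 1 (0.0644 to 0.171), and AT5G16980 likewise (0.0581 to 0.186). Without a filter on low counts UGT74E2 and AT5G16980 had an adjusted p of 0.0511, and without normalization factors AT5G16980 had 0.0533.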

There were a total of 227 DEGs including 205 genes upregulated and 22 genes downregulated in DSF- pretreated seedlings prior to the *Xcc* challenge compared to *Xcc* -inoculated seedlings without DSF pretreatment. 

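In DSF+Xcc vs. Xcc, edgeR's test on all 12 libraries gave 21 DEGs, 20 upregulated and 1 downregulated, and 40 genes with an adjusted p under 0.05 at any fold change. The count rested on the libraries in the fit. With the Xcc and DSF+Xcc libraries alone, edgeR gave 135 DEGs (123 upregulated and 12 downregulated) and DESeq2 gave 233 (210 upregulated and 23 downregulated), and each set held all 21. DESeq2 on all 4 groups gave 117. Leaving out 1 library at a time gave 0 to 51 DEGs by edgeR. The count was 9 without CK 2, 13 without DSF 3, 51 without Xcc 1 and 1, AT2G25460, without Xcc 3. It was 0 without Xcc 2, DSF+Xcc 1, DSF+Xcc 2 or DSF+Xcc 3, where 1083, 1292, 1216 and 1127 genes had an unadjusted p under 0.05. DESeq2 was not run with a library left out.
BHLH92 had 226 counts in the DSF+Xcc libraries and 2 in the Xcc libraries, a ratio of 109 (95% exact interval for counting error, 29.9 to 907, edgeR adjusted p = 0.0161). The log2 fold change was 2.21 for SRO5 (AT5G62520, standard error 0.32, edgeR adjusted p = 0.0345) and 2.15 for ERF109 (AT4G34410, standard error 0.31, edgeR adjusted p = 0.0345). It was 1.97 for AT4G01360 (standard error 0.21, edgeR adjusted p = 0.0161). CYP94B3 was among the 5 largest increases. The downregulated gene was LBD37 (AT5G67420), which fell from 87.5 ± 9.11 to 42 ± 5.39 CPM (SD, n = 3), a log2 fold change of -1.06 (standard error 0.13, edgeR adjusted p = 0.0161). The calls of BHLH92, SRO5, ERF109, AT4G01360 and LBD37 were all lost without Xcc 2, Xcc 3 or any DSF+Xcc library, with adjusted p values of 0.0871 to 0.11 for BHLH92, 0.115 to 0.195 for SRO5, 0.136 to 0.195 for ERF109, 0.0549 to 0.0915 for AT4G01360 and 0.0871 to 0.103 for LBD37. SRO5 and ERF109 lost theirs without CK 2 (0.0769 and 0.0784) and DSF 3 (0.0688 in both) too, and ERF109 without DSF 2 (0.0508) and with the replicate block (0.051). LBD37 was not a DEG without normalization factors (adjusted p = 0.11) or by limma on FPKM with a pseudocount of 1 (0.0911) or 0.1 (0.0992).
Whether the effect of DSF differed with and without Xcc was tested gene by gene as an interaction. By edgeR 0 genes passed both thresholds, with 1075 at an unadjusted p under 0.05 and a smallest adjusted p of 0.815, and by DESeq2 on all 4 groups 43 genes passed, 35 with a more positive effect of DSF after Xcc and 8 with a more negative one. Without CK 1, edgeR called 1 gene, UGT73B2.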

A total of 82 upregulated DEGs were found in both DSF-treated seedlings and DSF-pretreated seedlings with *Xcc* infection. 

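Of the 130 genes upregulated in DSF vs. CK and the 20 upregulated in DSF+Xcc vs. Xcc, 17 were upregulated in both, where 0.119 would be shared by chance (one-sided Fisher's exact test, p = 5.30e-36). Genes are not independent of each other, so this p describes the overlap only. The comparisons use different libraries, but the shared model gives each gene the same spread estimate in both. A gene with a small estimate is called more easily in both, which the expected 0.119 does not allow for. The shared genes were AT1G11960, ACA1, DTX37, PEPR1, SARD1, AT1G78280, BHLH92, SRO5, COBL8, CYP94B3, IPCS1, AT2G25460, AT2G32140, AT4G01360, CBL1, TPPG and ERF109. DESeq2 on the compared groups alone gave 85 shared genes and DESeq2 on all groups 76. edgeR on the compared groups alone gave 0, since it called no gene in DSF vs. CK, and 131 genes rose by more than 1 on the log2 scale at an unadjusted p under 0.05 in both comparisons of the model on all libraries. The shared count was 26 without CK 1, 4 without CK 2, 5 without DSF 3, 39 without Xcc 1, 1 without Xcc 3 and 0 without Xcc 2, DSF+Xcc 1, DSF+Xcc 2 or DSF+Xcc 3.
All 130 genes upregulated in DSF vs. CK also had a positive log2 fold change in DSF+Xcc vs. Xcc, with a median of 1.61 in the former and 0.99 in the latter. The 20 genes upregulated in DSF+Xcc vs. Xcc were positive in DSF vs. CK as well, with medians of 1.49 and 1.66. Among all 21911 genes, 13150 had the same sign in both comparisons.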

There were no common downregulated DEGs in DSF-treated seedlings and DSF-pretreated seedlings following *Xcc* invasion (**Supplementary Figure 2**).

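No downregulated gene was shared, with 20 downregulated in DSF vs. CK and 1 in DSF+Xcc vs. Xcc by edgeR's test. DESeq2 on the compared groups alone gave 41 and 23 downregulated genes, of which 0 were shared. At an unadjusted p under 0.05 in edgeR's model, 4 genes fell by more than 1 on the log2 scale in both comparisons. Of the 20 genes downregulated in DSF vs. CK, 9 had a negative log2 fold change after Xcc, and their median moved from -1.36 in DSF vs. CK to 0.06 in DSF+Xcc vs. Xcc. LBD37 had a log2 fold change of -0.42 in DSF vs. CK (standard error 0.12, edgeR adjusted p = 0.167). The shared count was 0 under every alternative except the omission of replicate 1 of both CK and DSF, chosen after the data were seen, where it was 1, BEE3.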

To verify the data of RNA-seq, qPCR was used to analyze the gene expression levels of 10 selected DEGs involved in JA signaling, Ca^2+^ signaling, MAPK signaling, ethylene signaling, auxin signaling, and leucine-rich repeat receptor-like protein kinases. Similar results of up- or down regulation and the fold changes of gene expression were obtained by the qPCR method, which confirmed the reliability of RNA-seq results (**Supplementary Table 2**).

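In the RNA-seq counts, 8 of these 10 genes were DEGs in DSF vs. CK by edgeR's test, and LOX4 and PBS3 were not. The qPCR measurements were not analysed here. MAPKKK21 (AT4G36950) had a log2 fold change of 3.27 (standard error 0.45, edgeR adjusted p = 0.00975), from 0.211 ± 0.104 to 2.16 ± 1.08 CPM (SD, n = 3). The calmodulin-like genes CML40 (AT3G01830) and CML37 (AT5G42380) rose by 2.34 (standard error 0.31, edgeR adjusted p = 0.00883) and 1.78 (standard error 0.25, edgeR adjusted p = 0.0109) on the log2 scale. The calcium channel gene CNGC19 (AT3G17690) rose by 1.92 (standard error 0.35, edgeR adjusted p = 0.0358). The receptor kinase genes PEPR1 (AT1G73080) and PEPR2 (AT1G17750) rose by 1.64 (standard error 0.18, edgeR adjusted p = 0.00829) and 1.99 (standard error 0.31, edgeR adjusted p = 0.0179), and the ethylene response factor gene ERF016 (AT5G21960) by 2.33 (standard error 0.29, edgeR adjusted p = 0.00883). PBS3 (AT5G13320) had a log2 fold change of -1.06 (standard error 0.32, edgeR adjusted p = 0.173), from 3.24 ± 0.426 to 1.56 ± 0.251 CPM, and was a DEG by DESeq2 on all groups (adjusted p = 0.0306) and on the compared groups (0.00693). A gene on the opposite strand overlaps 58.1% of the exon bases of CML40 and 20.6% of those of PEPR2, so their counts are uncertain if strand was not used.
CML37 was no longer a DEG without CK 2 (edgeR adjusted p = 0.0667) or DSF 3 (0.0538), and PEPR2 without CK 2 (0.0612), CK 3 (0.0502) or DSF 3 (0.0784). CNGC19 lost its call without CK 2 (0.138), CK 3 (0.0588), DSF 2 (0.0754), DSF 3 (0.113), Xcc 2 (0.0547), DSF+Xcc 1 (0.071), DSF+Xcc 2 (0.0652) or DSF+Xcc 3 (0.0666). It also lost it with the replicate block (0.0667), without normalization factors (0.0724) and by limma on log2(FPKM + 0.1) (0.0538). In DSF+Xcc vs. Xcc edgeR on all libraries called PEPR1 alone of the 10, with a log2 fold change of 1.22 (standard error 0.18, edgeR adjusted p = 0.0345). That call was lost without CK 2 (0.0783), DSF 2 (0.0508), DSF 3 (0.0688), Xcc 2 (0.196), Xcc 3 (0.156), DSF+Xcc 1 (0.172), DSF+Xcc 2 (0.1) or DSF+Xcc 3 (0.136), with the replicate block (0.0621), without normalization factors (0.0598) and by limma on log2(FPKM + 0.1) (0.0552). Without Xcc 1, CML37 (0.0126), CML40 (0.0251) and CNGC19 (0.0192) were DEGs there too, as were CNGC19 without CK 1 (0.0269) and ERF016 without DSF 1 (0.0436). With the Xcc and DSF+Xcc libraries alone, DESeq2 called 9 of the 10, all but PBS3, and edgeR called 6, CML40, MAPKKK21, CNGC19, PEPR1, PEPR2 and ERF016. DESeq2 on all groups called 8, those 6 with CML37 and JAZ10, and limma on log2(FPKM + 1) called CML40, CNGC19 and PEPR1.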

To reveal the biological function of DEGs primed by DSF, GO and KEGG pathway enrichment analyses were performed. The top 10 enrichment terms in Biological Process (BP) were response to wounding, response to JA, JA mediated signaling pathway, cellular response to JA stimulus, regulation of JA mediated signaling pathway, cellular response to hypoxia, to oxygen levels, regulation of response to water deprivation, defense response to insect, and response to chitin (**Figure 4A** and **Supplementary Tables 3**, **4**). 

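The enrichment test was not repeated, since no GO annotation was used here. The genes that Supplementary Tables 3 and 4 list under each term were followed instead. The paper took these genes from its own DEGs in the same libraries, so their changes are not independent evidence. For DSF vs. CK, 21 genes are listed under response to wounding, of which 15 were DEGs by edgeR's test on all libraries, and 21 under response to JA, of which 16 were. The median log2 fold change was 1.70 in each of these terms, and every listed gene was higher with DSF. The terms JA mediated signaling pathway and cellular response to JA stimulus list 13 genes each, with 10 DEGs and a median of 1.84. Of the 10 genes under regulation of the JA mediated signaling pathway, 9 were DEGs, with a median of 2.03. Cellular response to hypoxia and to oxygen levels list 22 genes each, 16 of them DEGs and 20 higher with DSF. Response to chitin lists 16 genes, 13 of them DEGs. The term for water deprivation lists 3 genes with 2 DEGs. Defense response to insect lists 4 genes, of which CYP94B3 was a DEG and 2 were higher with DSF, with a median of -0.79. DESeq2 on the CK and DSF libraries called every gene listed under these terms, and edgeR on the same libraries called 0 of them.
For DSF+Xcc vs. Xcc, 3 of the 22 genes under response to wounding (PEPR1, DGK2 and CYP94B3) and 1 of the 19 under response to JA (PEPR1) were DEGs by edgeR on all libraries. With the Xcc and DSF+Xcc libraries alone, edgeR called 14 and 12 of them and DESeq2 all of them. The medians were 1.31 and 1.53, and 22 of 22 and 18 of 19 genes were higher with DSF. The 11 genes of JA mediated signaling had a median of 1.69 with 0 DEGs by edgeR on all libraries, 10 at an unadjusted p under 0.05, 6 DEGs by edgeR on the compared groups and 11 by DESeq2 on them. The same tests gave 0, 8, 4 and 8 for the 8 genes of its regulation, and 0, 5, 2 and 5 for the 5 genes under water deprivation. The 14 hypoxia genes held 2 DEGs, SRO5 and AT4G01360, the 4 genes under defense response to insect held 1, CYP94B3, and the 7 chitin genes held 1, ERF109, by edgeR on all libraries. On the compared groups edgeR called 7, 3 and 4 of these and DESeq2 14, 4 and 7.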

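Under linoleate 13S-lipoxygenase activity, Supplementary Table 4 lists 3 genes for DSF+Xcc vs. Xcc, the lipoxygenase genes LOX2, LOX3 and LOX4. Lipoxygenases of this type add oxygen to linoleic and linolenic acid. In the RNA-seq counts all 3 had higher values in each DSF+Xcc library than in each Xcc library, and groups that separate in either direction occur for 10% of genes by chance with 3 libraries against 3. By edgeR's test on all 12 libraries 0 of the 3 were DEGs, with all 3 at an unadjusted p under 0.05. With the Xcc and DSF+Xcc libraries alone, edgeR called 2 of them, LOX2 (adjusted p = 0.0488) and LOX3 (adjusted p = 0.0108), and DESeq2 called all 3. The genes of the term chloroplast membrane were not analysed here.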

In Cellular Component (CC) and Molecular Function (MF), the terms chloroplast membrane and linoleate-13*S*-lipoxygenase activity were enriched (**Figure 4A** and **Supplementary Tables 3**, **4**). Chloroplast is the main reaction site of JA biosynthesis, and linoleate-13*S*-lipoxygenase is the key enzyme to initiate JA biosynthesis (Ruan et al., 2019). These pieces of evidence suggested that JA signaling might be involved in the DSF priming effect.

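The response of JA genes was also tested on lists fixed before the data were examined, with camera on the edgeR model of all 12 libraries at a preset correlation of 0.01 between genes. The p values were adjusted over 18 tests, 6 lists in 3 comparisons. The JAZ list holds 13 genes for the JAZ repressors of JA signaling, and the JA biosynthesis list 13 genes from LOX2 to JAR1. At least 7 and 5 of them, respectively, are among the genes the paper lists from these libraries, so the lists are not independent of its DEGs. The JAZ list rose in DSF vs. CK, with a median log2 fold change of 1.51 and 12 of 13 genes above 0 (camera adjusted p = 2.31e-22). Of its genes 7 had an adjusted p under 0.05 over all genes, and 10 when adjusted over the list alone. The JA biosynthesis list had a median of 0.55 with 10 of 13 genes above 0 (camera adjusted p = 8.21e-10), with 2 genes under 0.05 over all genes and 7 adjusted over the list alone.
With Xcc the medians were 0.96 for the JAZ list, with 12 genes above 0 (camera adjusted p = 6.26e-14), and 0.47 for the JA biosynthesis list, with all 13 above 0 (camera adjusted p = 1.42e-11). Over all genes 0 members of either list had an adjusted p under 0.05, against 6 and 7 adjusted over the list alone. All 4 results held under fry, with adjusted p values of 7.80e-04 and 0.00178 in DSF vs. CK and 0.00456 and 0.0034 in DSF+Xcc vs. Xcc for the JAZ and JA biosynthesis lists. They also held with the correlation estimated from the data, where the adjusted p values lay between 0.00462 and 0.00841. Without the genes that the paper lists from these libraries, a test chosen after the results were seen that drops genes because the paper called them, 6 JAZ and 8 JA biosynthesis genes remain. The JAZ list then passed in DSF vs. CK (camera adjusted p = 9.32e-04, 0.00598 under fry and 0.0356 with an estimated correlation) and not in DSF+Xcc vs. Xcc (0.12, 0.142 and 0.238). The JA biosynthesis list passed in DSF+Xcc vs. Xcc (6.58e-04, 0.00658 and 0.0356), and in DSF vs. CK with camera (0.0273) and fry (0.0114) but not with an estimated correlation (0.103).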

**Figure 4:**
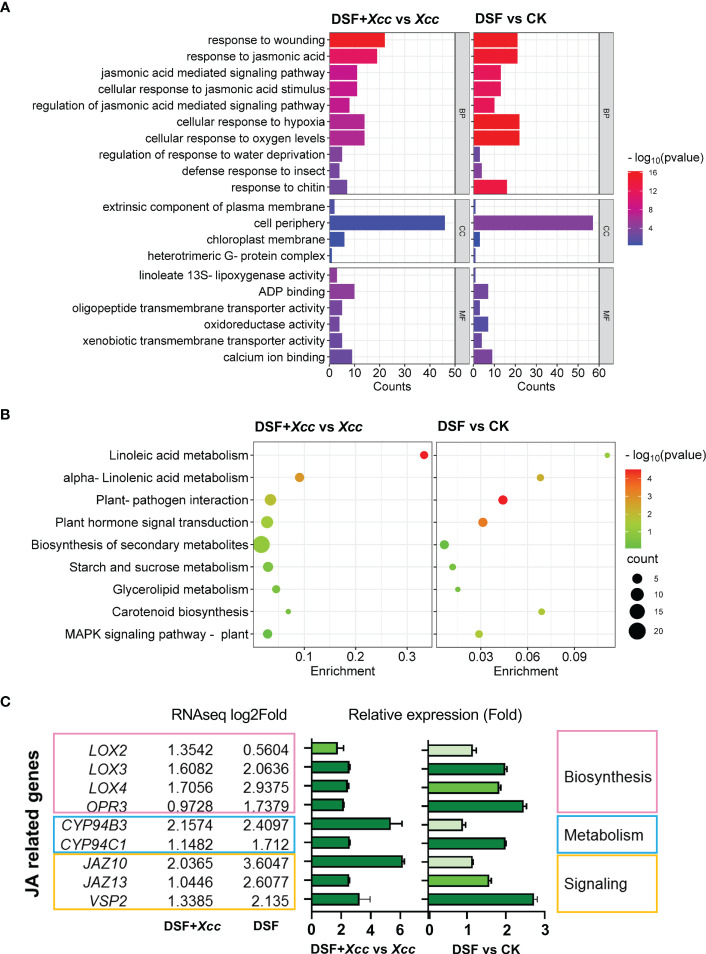
Transcriptional changes primed by DSF in *Arabidopsis*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. RNA sequencing was performed. Differentially expressed genes (DEGs) were analyzed between DSF- treated seedlings and untreated control seedlings (DSF *vs.* CK) or DSF- pretreated seedlings followed by *Xcc* infection and *Xcc* -inoculated seedlings without DSF pretreatment (DSF+*Xcc vs. Xcc*). The DEGs were filtered by threshold (p adjust < 0.05, log2foldchange > 1) with three independent replicates. **(A)** GO enrichment (top 20 terms). **(B)** KEGG pathway enrichment (top 9 terms). **(C)** The transcriptional level of JA relative genes upregulated in RNA-seq data and verified by qPCR. RNA-seq values are means of three replicate sample data, and qPCR values are means ± SD of three independent experiments. Light green indicates the qPCR ratio ≈ 1 (no change), medium green indicates 1.5 < qPCR ratio < 2 (slight upregulation), and dark green indicates qPCR ratio > 2 (significant upregulation). DSF, diffusible signal factor; CFU, colony-forming unit; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

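For the KEGG pathways, the genes that Supplementary Tables 5 and 6 list were followed as for the GO terms, and no pathway test was run. For DSF vs. CK, alpha-linolenic acid metabolism lists 3 genes with a median log2 fold change of 1.73, of which OPR3 and 4CLL5, also named OPCL1, were DEGs by edgeR's test on all libraries. Linoleic acid metabolism lists LOX4 alone, which was at an unadjusted p under 0.05 by edgeR and a DEG by DESeq2 on the compared groups. Plant–pathogen interaction lists 9 genes with 7 DEGs and a median of 1.70, and all 9 were higher with DSF. Plant hormone signal transduction lists 9 genes with 7 DEGs, and biosynthesis of secondary metabolites 8 genes with 5 DEGs. Every gene listed in these pathways was called by DESeq2 on the compared groups, and edgeR on the compared groups called 0.
For DSF+Xcc vs. Xcc, linoleic acid metabolism lists 3 genes and alpha-linolenic acid metabolism 4, with medians of 1.59 and 1.46. By edgeR on all libraries 0 of them were DEGs, with all 3 and all 4 at an unadjusted p under 0.05, while edgeR on the compared groups called 2 and 3. Of the 7 genes under plant–pathogen interaction 6 had enough counts to be tested, with a median of 1.34, 0 DEGs, 6 at an unadjusted p under 0.05 and 4 DEGs by edgeR on the compared groups. Plant hormone signal transduction lists 8 genes with 0 DEGs, 7 at an unadjusted p under 0.05 and 5 DEGs by edgeR on the compared groups. Biosynthesis of secondary metabolites lists 20 genes, all higher with DSF, with 2 DEGs (DGK2 and TPPG) and 12 by edgeR on the compared groups. DESeq2 on the compared groups called all listed genes that were tested.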

The KEGG pathways that DSF primed include linoleic acid metabolism, alpha-linolenic acid metabolism, plant–pathogen interaction, plant hormone signal transduction, biosynthesis of secondary metabolites, and MAPK signaling pathway (**Figure 4B** and **Supplementary Tables 5**, **6**). Alpha-linolenic acid, one of the linoleic acids, is the substrate of LOX2 in the initiation of JA biosynthesis (Li et al., 2021). Alpha-linolenic acid metabolism pathway involved in DSF priming further indicated that JA signaling might be involved in the DSF priming effect.

Upregulated DEGs involved in JA biosynthesis, metabolism, and signaling were confirmed by qPCR. *LOX2*, *LOX3*, *LOX4*, and 12-oxophytodienoate reductase 3 (*OPR3*) belong to JA biosynthesis genes (Li et al., 2021). 

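LOX2 (AT3G45140) was at 96.5 ± 43.6 CPM in CK, 142 ± 52.2 in DSF, 44.6 ± 7.61 in Xcc and 112 ± 36 in DSF+Xcc (SD, n = 3 libraries throughout). Its log2 fold change was 0.55 in DSF vs. CK (standard error 0.36, edgeR adjusted p = 0.605), where the groups overlapped, and 1.33 in DSF+Xcc vs. Xcc (standard error 0.36, edgeR adjusted p = 0.266). LOX3 (AT1G17420) was at 49.9 ± 42.8 CPM in CK, 208 ± 68.2 in DSF, 62.3 ± 13 in Xcc and 187 ± 14.6 in DSF+Xcc. It rose by 2.07 on the log2 scale without Xcc (standard error 0.59, edgeR adjusted p = 0.147) and by 1.59 with Xcc (standard error 0.58, edgeR adjusted p = 0.488). LOX4 (AT1G72520) was at 17.1 ± 12.9, 130 ± 44.5, 57.3 ± 27.2 and 185 ± 17.8 CPM in CK, DSF, Xcc and DSF+Xcc. Its log2 fold changes were 2.95 (standard error 0.60, edgeR adjusted p = 0.0503) and 1.69 (standard error 0.57, edgeR adjusted p = 0.412). OPR3 (AT2G06050) was at 47.9 ± 5.28, 158 ± 53.7, 75.2 ± 7.98 and 145 ± 23.7 CPM. It was the only DEG of the 4 in DSF vs. CK, at 1.73 (standard error 0.23, edgeR adjusted p = 0.00883), and rose by 0.95 after Xcc (standard error 0.22, edgeR adjusted p = 0.166).
Several of these calls changed with the fit. After Xcc, DESeq2 on the compared groups called LOX2 (adjusted p = 1.11e-08), LOX3 (1.12e-22) and LOX4 (0.00143), and DESeq2 on all groups called LOX2 (0.0241). LOX3 was called in DSF vs. CK by DESeq2 on all groups (0.0113), by limma on FPKM with a pseudocount of 1 (0.0385) and 0.1 (0.0483), and without CK 1 (log2 fold change 2.97, edgeR adjusted p = 0.0298). LOX4 was called by DESeq2 on all groups (2.86e-05) and on the compared groups (0.00131), by both limma fits (0.0117 and 0.0167), and by edgeR without normalization factors (0.0226), with the stricter filter (0.048), with the replicate block (0.0361) and without CK 1 (3.65, adjusted p = 0.0235). OPR3 lost its call without CK 2 (0.0523) and with edgeR on the compared groups (0.208).

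**Figure D2:**
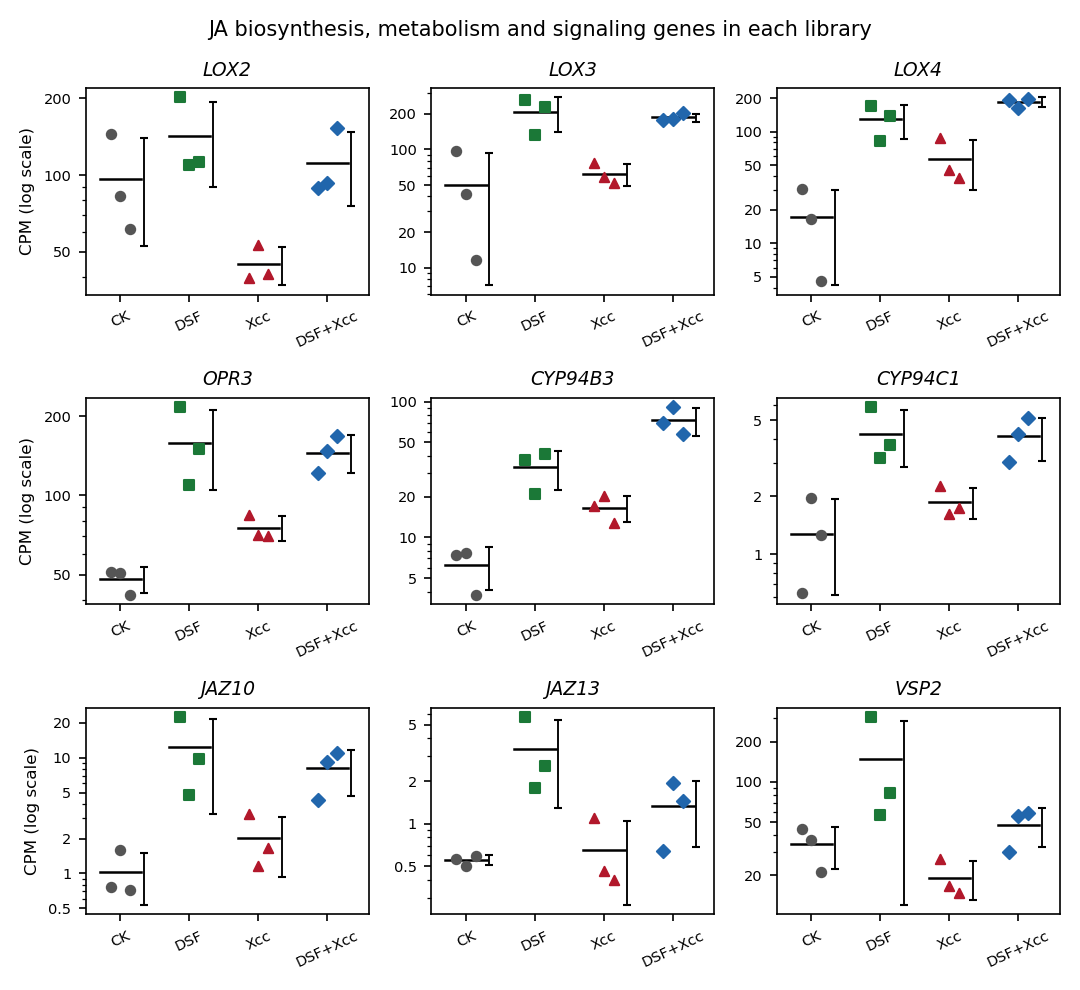
CPM of the JA biosynthesis, metabolism and signaling genes LOX2, LOX3, LOX4, OPR3, CYP94B3, CYP94C1, JAZ10, JAZ13 and VSP2. Each panel has the group on the horizontal axis and CPM after TMM normalization on a logarithmic vertical axis. Points are libraries (3 per group), horizontal lines are means and vertical bars are ± SD. In CK the LOX3 and LOX4 libraries spread widely, while all DSF libraries of LOX3 and LOX4 lie above them.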

*LOX3*, *LOX4*, and *OPR3* were induced significantly by DSF treatment, while the expression of *LOX2*, *LOX3*, and *LOX4* was more increased induced by DSF after the *Xcc* challenge (**Figure 4C**). JA metabolism genes include *Cytochrome P450 94B3* (*CYP94B3*) and *CYP94C1*, which catalyzed JA-Ile into 12-OH-JA and 12-COOH-JA (Ruan et al., 2019). 

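CYP94B3 (AT3G48520) was at 6.27 ± 2.17 CPM in CK, 33 ± 10.6 in DSF, 16.6 ± 3.64 in Xcc and 72.8 ± 16.8 in DSF+Xcc (SD, n = 3). It was a DEG in both comparisons, with a log2 fold change of 2.41 in DSF vs. CK (standard error 0.34, edgeR adjusted p = 0.0114) and 2.13 in DSF+Xcc vs. Xcc (standard error 0.33, edgeR adjusted p = 0.0453). Without Xcc the call was lost when leaving out CK 2 (0.0523) or DSF 3 (0.0568). With Xcc it was lost without CK 2 (0.0896), DSF 1 (0.0522), DSF 3 (0.0765), Xcc 1 (0.0805), Xcc 2 (0.195), Xcc 3 (0.249), DSF+Xcc 1 (0.182), DSF+Xcc 2 (0.195) or DSF+Xcc 3 (0.135), and with the replicate block (0.0626). DESeq2 on the compared groups called it there with an adjusted p of 6.68e-24. CYP94C1 (AT2G27690) was at 1.28 ± 0.667, 4.25 ± 1.4, 1.87 ± 0.341 and 4.11 ± 1.05 CPM in CK, DSF, Xcc and DSF+Xcc. Its log2 fold changes of 1.69 (standard error 0.39, edgeR adjusted p = 0.0738) and 1.13 (standard error 0.38, edgeR adjusted p = 0.412) did not pass by edgeR. CYP94C1 was called by DESeq2 on the compared groups in both comparisons (adjusted p = 0.0338 and 0.00147), and DESeq2 on all groups in DSF vs. CK (9.89e-04).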

Enhanced expression of these two genes was observed in seedlings pretreated by DSF prior to *Xcc* infection (**Figure 4C**). 

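JAZ10 (AT5G13220) rose from 2.01 ± 1.08 CPM in Xcc to 8.2 ± 3.52 in DSF+Xcc (SD, n = 3), a log2 fold change of 2.01 (standard error 0.62, edgeR adjusted p = 0.353). Without Xcc it rose from 1.02 ± 0.486 to 12.4 ± 9.12, a log2 fold change of 3.58 (standard error 0.67, edgeR adjusted p = 0.0386). JAZ13 (AT3G22275) was at 0.656 ± 0.389 CPM in Xcc and 1.34 ± 0.658 in DSF+Xcc, with overlapping groups and a log2 fold change of 1.02 (standard error 0.56, edgeR adjusted p = 0.743). Without Xcc it was at 0.554 ± 0.0431 in CK and 3.35 ± 2.05 in DSF, a log2 fold change of 2.58 (standard error 0.58, edgeR adjusted p = 0.0661). VSP2 (AT5G24770) was at 19.2 ± 6.26 in Xcc and 47.9 ± 15.6 in DSF+Xcc, a log2 fold change of 1.32 (standard error 0.59, edgeR adjusted p = 0.626). In CK it was at 34 ± 11.7 and in DSF at 149 ± 137, where DSF 1 held 306 and the others 56.3 and 83.1, a log2 fold change of 2.13 (standard error 0.60, edgeR adjusted p = 0.145).
After Xcc none of the 3 was a DEG by edgeR on all libraries, while DESeq2 on the compared groups called JAZ10 (adjusted p = 4.79e-05) and VSP2 (0.0146) and not JAZ13 (0.34). DESeq2 on all groups called JAZ10 there (0.0477). Without Xcc, JAZ13 was called by DESeq2 on the compared groups (6.04e-04) and on all groups (9.22e-04), and VSP2 by DESeq2 on all groups (0.009). The call of JAZ10 there was lost with the replicate block (0.0772) and without CK 1 (0.0775), CK 2 (0.11), CK 3 (0.105), DSF 3 (0.105), Xcc 2 (0.0573), Xcc 3 (0.0584), DSF+Xcc 1 (0.0537), DSF+Xcc 2 (0.0748) or DSF+Xcc 3 (0.0668).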

JA signaling genes such as *JAZ10*, *JAZ13*, and *VSP2* were also induced greatly by DSF after *Xcc* infection (**Figure 4C**). These consistent results suggested that JA signaling may be involved in the DSF priming process.

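Over the 9 genes LOX2, LOX3, LOX4, OPR3, CYP94B3, CYP94C1, JAZ10, JAZ13 and VSP2, edgeR on all libraries called 3 in DSF vs. CK and 1 in DSF+Xcc vs. Xcc, and DESeq2 on the compared groups called 6 and 7. All 9 had a higher mean with DSF in both comparisons. Whether Xcc changed the effect of DSF was tested for each as an interaction, the log2 fold change with Xcc minus that without. It was positive for LOX2 (0.77, standard error 0.50) and negative for the other 8 genes, from -0.28 for CYP94B3 (standard error 0.46) to -1.57 for JAZ13 (standard error 0.79). The smallest unadjusted p was 0.0336 for OPR3 (interaction -0.78, standard error 0.32), and adjusted over the 9 genes the smallest was 0.28 by edgeR. By DESeq2 0 of the 9 had an adjusted p under 0.05 over all genes, the smallest being 0.618. From its results for the JA genes of Fig. 4C, the paper proposes that JA signaling may take part in DSF priming.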

In addition, hypoxia response, calcium ion binding, heterotrimeric G protein, MAPK signaling, and carotenoid biosynthesis (ABA biosynthesis relevance) were also enriched in GO and KEGG analyses (**Figures 4A, B**). It was suggested that DSF might play a role in these areas.

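Of the genes listed under calcium ion binding, 8 of 9 were DEGs in DSF vs. CK by edgeR on all libraries, with a median log2 fold change of 1.51. They ranged from WAK3, the only decrease, to 3.28. Of the 9 genes listed for DSF+Xcc vs. Xcc, 8 were tested, with a median of 1.27 and 1 DEG, CBL1, against 6 by edgeR and 8 by DESeq2 on the compared groups. The hypoxia genes had a median of 1.48 in DSF vs. CK, and 13 of the 14 listed in DSF+Xcc vs. Xcc were higher with DSF. Of the 22 hypoxia genes in DSF vs. CK, 5 are also listed under response to wounding or to JA. The MAPK signaling pathway lists 4 genes in DSF vs. CK with a median of 1.57 and 1 DEG, RBOHD, whose log2 fold change was 1.70 (AT5G47910, standard error 0.25, edgeR adjusted p = 0.0137). RBOHD lost its call without CK 2 (0.0727), CK 3 (0.056) or DSF 3 (0.0673). The pathway lists 4 genes in DSF+Xcc vs. Xcc with 0 DEGs by edgeR on all libraries, 3 at an unadjusted p under 0.05, 1 DEG by edgeR on the compared groups and 4 by DESeq2. Carotenoid biosynthesis lists 2 genes, CYP707A3 and CYP707A1 in DSF vs. CK, both DEGs. Its 2 genes in DSF+Xcc vs. Xcc had a median of 1.41, with 0 DEGs by edgeR on all libraries, 2 at an unadjusted p under 0.05 and 2 DEGs by either tool on the compared groups. The heterotrimeric G protein term was not analysed here.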

### Metabolomics analysis and phytohormone changes primed by DSF

To further investigate the mechanism of DSF priming the plant immunity against pathogen *Xcc*, metabolomics analysis was used, and the level of phytohormones was determined in *Arabidopsis*. The seedlings were pretreated by DSF for 48 h following *Xcc* infection for another 48 h. DSF- untreated seedlings with synchronous growth were taken as blank control, and *Xcc* -inoculated seedlings without DSF pretreatment were taken as pathogen control. The contents of 13 phytohormones were determined including SA, abscisic acid (ABA), 1-aminocyclopropane-1-carboxylic acid (ACC), indoleacetic acid (IAA), JA, JA-isoleucine conjugate (JA-Ile), 12-oxo-phytodienoic acid (*cis*-OPDA), *N* ^6^-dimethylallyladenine (iP), *N* ^6^-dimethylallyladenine riboside (iPR), trans-zeatin (tZ), zeatin (cZ), trans-zeatin riboside (tzR), and zeatin riboside (czR). Most hormones were not induced by DSF except iP and iPR (downregulation) (**Figures 5H, I**). However, when *Xcc* infected the seedlings, the level of JA, an important defensive hormone, and its amino acid derivative JA-Ile increased, sharply triggered by DSF pretreatment (**Figures 5A, B**). ABA and zeatin biosynthesis hormones tZ and cZ were also promoted by DSF in *Xcc* -challenged seedlings, while IAA and iPR were decreased (**Figures 5D–G, I**). Another important defensive hormone SA was elevated by *Xcc* invasion but was not affected by DSF pretreatment (**Supplementary Figure 3A**). The content of *cis*-OPDA, the precursor of JA (Taki et al., 2005), was also insensitive to DSF treatment whether or not in the *Xcc* challenge condition (**Figure 5C**). Other phytohormones including ACC, tZR, and cZR were not influenced by DSF and *Xcc* infection (**Supplementary Figures 3B–D**).

**Figure 5:**
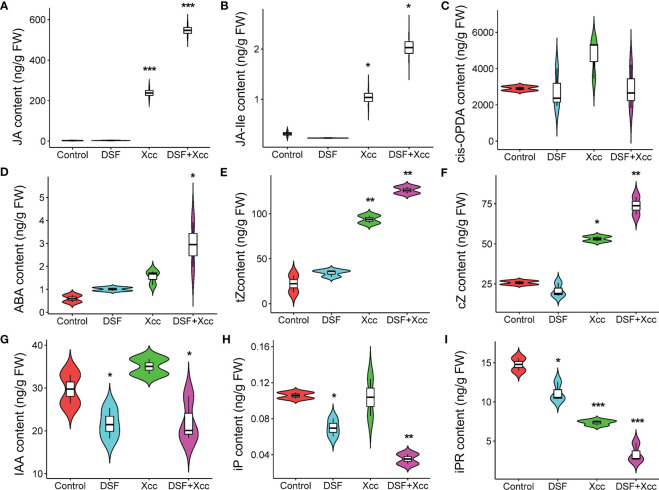
Metabolomics changes primed by DSF in *Arabidopsis*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. Phytohormones were extracted to test the level changes between DSF treatment and untreated control (48 h) or between DSF pretreatment and un-pretreatment prior to *Xcc* infection (48 hpi). **(A)** JA, **(B)** JA-Ile, **(C)** *cis*-OPDA, **(D)** ABA, **(E)** tZ, **(F)** cZ, **(G)** IAA, **(H)** iP, and **(I)** iPR. Values are means of three duplicate sample data. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ***p < 0.001). DSF, diffusible signal factor; CFU, colony-forming unit; hpi, post-inoculation.

### DSF primes JA accumulation by eliciting JA synthesis gene expression

To further verify the effects of DSF on JA accumulation, the content of JA was determined at different times after *Xcc* inoculation in *Arabidopsis*. *Xcc* triggered the level of JA to rise rapidly when inoculation time was ≥ 6 hpi. DSF pretreatment also elicited JA concentration to rise simultaneously but had no significant difference when compared to the *Xcc* challenge only. At 48 hpi, the priming effect of DSF on promoting JA accumulation was remarkable (**Figure 6A**). JA-Ile is the most bioactive form of JAs (Fonseca et al., 2009). The effect of DSF on JA-Ile was similar to that of JA (**Figure 6B**).

**Figure 6:**
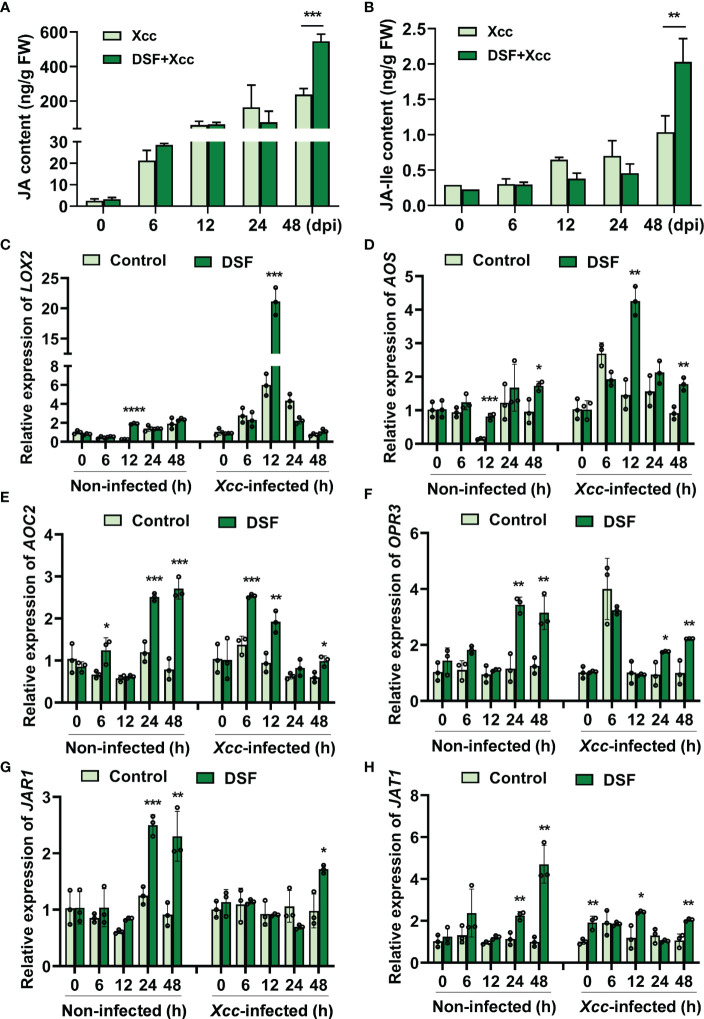
Effects of priming by DSF and pathogen challenge on JA accumulation. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. Samples were harvested at indicated time points. **(A)** The content of JA. **(B)** The content of JA-Ile. **(C–F)** Expression of JA synthesis genes *LOX2*, *AOS*, *AOC2*, and *OPR3*. **(G)** The expression of JA-Ile synthesis gene *JAR1*. **(H)** The expression of JA transporter gene *JAT1*. Values are means ± SD of three independent experiments. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). DSF, diffusible signal factor; CFU, colony-forming unit.

In *Arabidopsis*, three enzymes in chloroplast are required including lipoxygenase (LOX), allene oxide synthase (AOS), and allene oxide cyclase (AOC) in JA biosynthesis pathways (Ruan et al., 2019). The gene expression of *LOX2*, *AOS*, and *AOC2* was detected by qPCR in seedlings pretreated by DSF prior to *Xcc* infection. DSF induced *LOX2* upregulation dramatically at 12 hpi (**Figure 6C**). At 12 and 48 hpi, the expression of *AOS* and *AOC2* was also increased by DSF (**Figures 6D, E**). OPR3 catalyzes OPDA and subsequently with three rounds of β-oxidation to yield JA [(+)-7-iso-JA] (Liu and Timko, 2021). *OPR3* was induced by DSF at 24 and 48 h after DSF treatment and subsequently with the *Xcc* challenge (**Figure 6F**). Jasmonoyl-isoleucine synthetase (JAR1) catalyzes the conjugation of JA to the amino acid isoleucine to form JA-Ile (Fonseca et al., 2009). The expression of *JAR1* was increased significantly by DSF at 24 and 48 h prior to *Xcc* infection and at 48 h after *Xcc* infection (**Figure 6G**). The ABC transporter JAT1 with JA transport ability mediates the bioactive JA-Ile across the inner membrane of the nuclear to activate JA responses (Ruan et al., 2019). The expression of *JAT1* was increased significantly by DSF at 24 and 48 h prior to *Xcc* infection and at 12 and 48 h after *Xcc* infection (**Figure 6H**). These results indicated that DSF promotes JA and JA-Ile accumulation in plant cells by eliciting the expression of JA synthesis and transport genes.

### DSF modulated the expression of JA signaling genes

Coronatine insensitive 1 (COI1) and jasmonate ZIM-domain protein (JAZ) are coreceptors of JA signaling (Sheard et al., 2010). The basic helix-loop-helix (bHLH) transcription factor MYC2 is a well-known regulatory protein of JA signaling (Ruan et al., 2019). DSF pretreatment elicited the expression level of *JAZ1* to rise at 24 and 48 hpi (**Figure 7A**). The transcriptional level of *MYC2* was promoted by DSF at 6 and 12 hpi (**Figure 7B**). The expression of *COI1* was not influenced by DSF pretreatment following *Xcc* infection (**Figure 7C**). The expression of JA-responsive marker genes *VSP2*, *PDF1.2*, and *Thi2.1* was detected in seedlings pretreated by DSF prior to *Xcc* infection. VSP2 has acid phosphatase activity dependent on the presence of a divalent cation. *PDF1.2* encodes ethylene- and JA-responsive plant defense. *Thi2.1* encodes a thionin, which is a cysteine-rich protein having antimicrobial properties (Liu et al., 2022). The expression levels of *VSP2*, *PDF1.2*, and *Thi2.1* were induced by DSF treatment slightly and increased dramatically at 12 h after *Xcc* inoculation in seedlings primed with DSF (**Figures 7D–F**). These results indicated that DSF primed plant resistance against *Xcc* by activating the expression of JA signaling genes.

**Figure 7:**
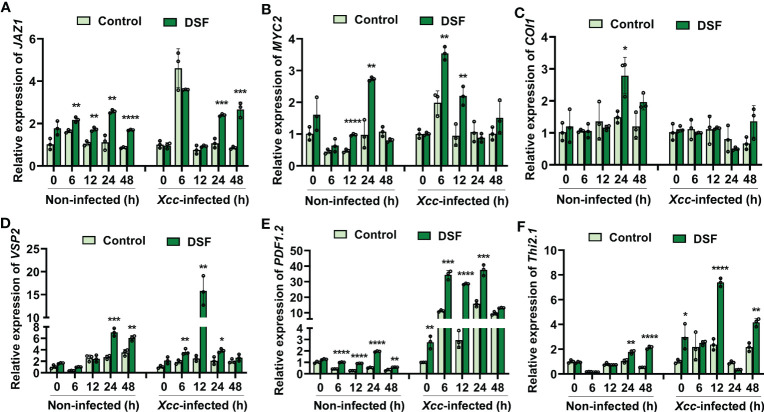
Expression of JA signaling genes primed by DSF with *Xcc* challenge in *Arabidopsis*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. Samples were harvested at indicated time points for qPCR. **(A–C)** Expression of JA signaling transcriptional regulator genes *JAZ1*, *MYC2*, and *COI1*. **(D–F)** Expression of JA signaling downstream cascade genes *VSP2*, *PDF1.2*, and *Thi2.1*. Values are means ± SD of three independent experiments. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). DSF, diffusible signal factor; CFU, colony-forming unit.

### The DSF priming effect is absent in JA signaling mutants *coi1-1* and *jar1-1*

To further investigate the role of JA signaling in DSF- primed resistance to *Xcc*, two functional defective mutants *coi1-1* and *jar1-1* were employed for comparison with wild-type Col-0. COI1 is the JA signaling receptor, and *coi1-1* is defective in JA perception (Yang et al., 2019). JAR1 plays an important role in transforming JA into bioactive JA-Ile, and *jar1-1* is defective in the synthesis of JA-Ile (Chini et al., 2007). JA-Ile binds with the COI1-JAZ complex to activate JA signaling (Ruan et al., 2019). DSF pretreatment could relieve the *Xcc* disease symptoms in detached leaves of wild-type *Arabidopsis* Col-0, while the priming- resistant effect of DSF was not observed in mutants *coi1-1* and *jar1-1* (**Figure 8A**). Consistently, there was no significant difference in the *Xcc* proliferation levels between DSF- pretreated seedlings and un-pretreated ones in *coi1-1* and *jar1-1*, while a reduction of bacterial proliferation was observed in wild-type seedlings pretreated by DSF (**Figure 8B**). Unlike wild-type Col-0, the expression of JA- responsive genes *VSP2* and *PDF1.2* only increased slightly, while the expression of *Thi2.1* was not increased by DSF in mutant *coi1-1* (**Figures 8C–E**). The expression levels of these three JA- responsive genes were also not increased by DSF pretreatment prior to *Xcc* infection in mutant *jar1-1* (**Figures 8F–H**). These results indicated that the synthesis and perception of the bioactive JA-Ile were required for the DSF priming process.

**Figure 8:**
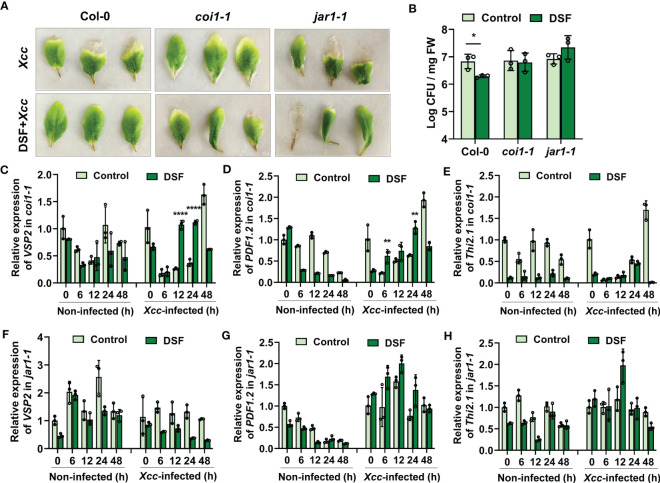
Desensitization of priming effects elicited by DSF and *Xcc* challenge in JA signaling mutants *coi1-1* and *jar1-1*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. **(A)** Symptoms of *Xcc* infection on *Arabidopsis* mutants *coi1-1* and *jar1-1* pretreated with 2 µM of DSF. The disease symptoms were recorded at 72 h after inoculation. **(B)** Proliferation of *Xcc* in the leaves of wild-type *Arabidopsis* Col-0 and mutants *coi1-1* and *jar1-1* at 48 hpi. **(C–E)** Expression of JA- responsive genes *VSP2*, *PDF1.2*, and *Thi2.1* in mutant *coi1-1*. **(F–H)** Expression of JA- responsive genes *VSP2*, *PDF1.2*, and *Thi2.1* in mutant *jar1-1*. Values are means ± SD of three independent experiments. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ****p < 0.0001). DSF, diffusible signal factor; CFU, colony-forming unit; hpi, post-inoculation.

### DSF primes resistance against *Xcc* in cabbage (*B. oleracea* L.)

To explore the priming effects of DSF against black rot in *B. oleracea*, detached leaves and soil-cultured pot seedlings were pretreated with 2 µM of DSF for 48 h and then inoculated with 1 × 10^8^ CFU/ml of pathogen *Xcc* by suspension inoculation method and leaf cutting inoculation method. The disease symptoms were observed after 9 days in detached leaves and 21 days in pot seedlings. The leaves infected by *Xcc* showed a typical black rot symptom with a filemot necrotic lesion, while DSF- pretreated leaves exhibited no significant *Xcc* symptoms (**Figure 9A** and **Supplementary Figure 4**). *Xcc* proliferation in *B. oleracea* leaves was significantly inhibited by DSF (**Figure 9B**). It indicated that DSF plays an important role in priming *B. oleracea* resistance against pathogen *Xcc*.

**Figure 9:**
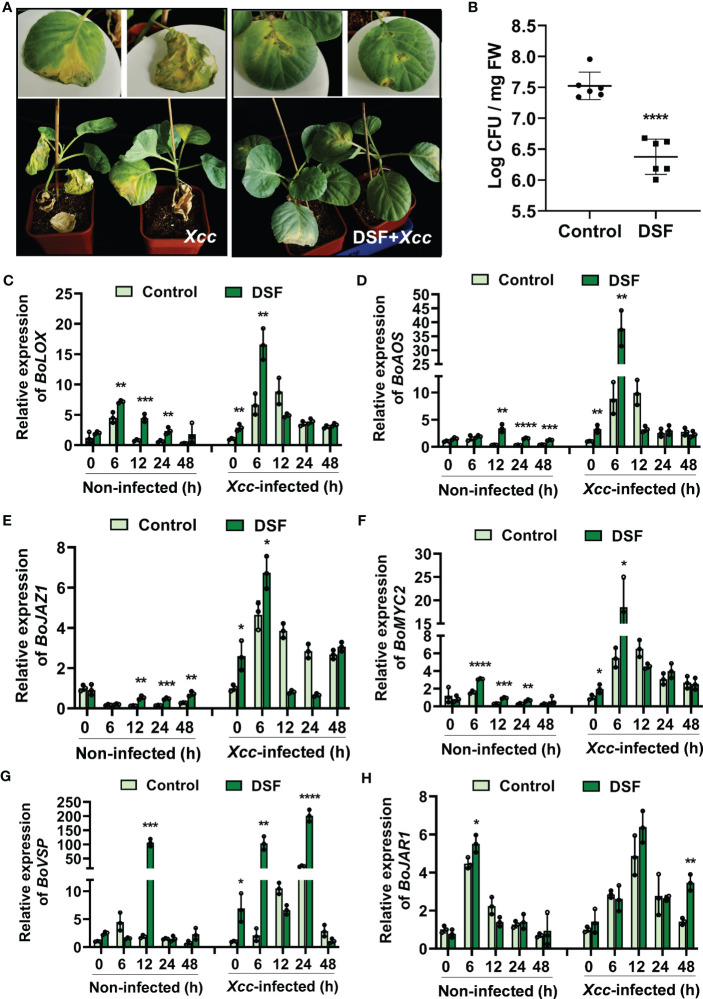
Enhanced resistance of DSF-treated cabbage against *Xcc*. The seedlings were pretreated with 2 µM of DSF for 48 h prior to inoculation with 10^8^ CFU/ml of *Xcc*. **(A)** Symptoms of *Xcc* infection on cabbage pretreated with 2 µM of DSF in pot-cultured seedlings. The disease symptoms were recorded 21 days after inoculation. **(B)** Proliferation of *Xcc* in the leaves of cabbage at 48 hpi. **(C, D)** Expression of JA synthesis genes *BoLOX* and *BoAOS*. **(E, F)** Expression of JA regulator genes *BoJAZ1* and *BoMYC2*. **(G)** The expression of JA- responsive gene *BoVSP*. **(H)** The expression of JA-Ile synthesis gene *BoJAR1*. Values are means ± SD of three or six independent experiments. Asterisks indicate statistically significant differences (ANOVA test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). DSF, diffusible signal factor; CFU, colony-forming unit; hpi, post-inoculation.

In view of DSF priming plant resistance dependent on the JA signaling pathway in *Arabidopsis*, JA signaling orthologues were detected in *B. oleracea*. JA biosynthesis genes *BoLOX* and *BoAOS* were strongly induced by DSF, especially when they underwent pathogen *Xcc* challenge at 6 hpi (**Figures 9C, D**). The expression of JA signaling transcriptional regulator genes *BoMYC2* and *BoJAZ1* were also increased by DSF whether or not under *Xcc* infection condition (**Figures 9E, F**). *BoVSP*, one of the JA- responsive genes, was all upregulated drastically by DSF with fold change of up to 100 when DSF was treated at 12 h and DSF-pretreated prior to *Xcc* invasion at 6 and 24 hpi (**Figure 9G**). *BoJAR1*, which functions on JA-Ile synthesis, was induced significantly by DSF under the *Xcc* challenge (**Figure 9H**). These results suggested that JA signaling may be involved in DSF- primed *B. oleracea* resistance against *Xcc*.

## Discussion

Plants and bacteria have co-existed for millions of years, and complex networks consisting of different signaling molecules have evolved. QS is one of the best-studied cell–cell communication modes (He et al., 2023). Accumulating evidence suggests that QS signaling molecules such as DSF mediate not only intraspecies communication and interspecies communication within microbes but also inter-kingdom communication between DSF-producing bacteria and their eukaryotic hosts (Kakkar et al., 2015; Tran et al., 2020; Ma et al., 2021; Zhai et al., 2022; He et al., 2023). Kakkar et al. (2015) reported that DSF signal induced innate immunity against pathogen infection in a dose-dependent manner in *N. benthamiana*, *Arabidopsis*, and rice. High dose of DSF (≥100 μM) induced HR-like symptoms, callose deposition, programmed cell death, H_2_O_2_ accumulation, and *PR-1* gene expression, while a low dose of DSF (≤10 μM) did not induce a significant amount of callose deposition (Kakkar et al., 2015). Tran et al. (2020) found that 25 μM of DSF, mimicking early-infection concentrations, hijacked *Arabidopsis* sterol biosynthesis, thereby suppressing PTI responses, including callose deposition, ROS production, and stomatal closure. However, pre-infiltration with 10 μM of DSF and subsequent challenge with flg22 caused a substantial amount of callose deposition, which suggested that the application of a lower concentration of DSF may prime plants and influence their subsequent defense response (Kakkar et al., 2015). In this study, we demonstrated that DSF could prime plant immunity effectively against *Xcc* in both *A. thaliana* and *B. oleracea* with a low concentration (1–5 μM) (**Figures 1**, **9**). It was found that 2 μM of DSF pretreatment decreased the disease symptoms and *Xcc* proliferation on plant leaves and upregulated the transcriptional level of PTI marker genes *WRKY22* and *FRK1* (**Figures 1**, **9**). These results indicated that DSF plays an important role in priming plant resistance against the *Xcc* pathogen and that the concentration of 2 μM was the optimized dose of DSF to prime plant immunity.

ROS production is critical for plant development, growth, and response to abiotic and biotic stress (Wang et al., 2018). Plant NADPH oxidases, the respiratory burst oxidase homologs (RBOHs), which generate superoxide anions ( ${\text{O}}_{2}^{\;-}$ ) in the apoplast that rapidly dismutated to H_2_O_2_, are a major source of ROS during plant–microbe interactions (Otulak-Kozieł et al., 2020). RBOHD and RBOHF are pleiotropic and function together, contributing to stress signaling, especially pathogen response differentially modulating the immune response (Morales et al., 2016). In this study, DSF treatment elicited ROS burst in the *Arabidopsis* root, and CAT application proved that the cellular level of H_2_O_2_ was elevated mainly by DSF (**Figure 2**). ROS burst, H_2_O_2_ accumulation, antioxidase POD activation, and *RBOHD/F* upregulation were observed after DSF treatment followed by *Xcc* inoculation in *Arabidopsis* leaves (**Figure 3**). These pieces of evidence indicated that RBOH-mediated ROS production plays an important role in DSF-primed plant resistance.

JA and its metabolic derivatives, such as JA-Ile and methyl jasmonate (MeJA), collectively known as jasmonates (JAs), are a class of lipid-derived, natural, and widely distributed phytohormones in higher plants (Liu and Timko, 2021). JA and its derivatives are key signaling compounds closely related to plant defense and resistance to microbial pathogens, herbivorous insects, wounding, light, drought, salt, ozone stress, and low temperature (Rao et al., 2000; Balbi and Devoto, 2008; Glauser et al., 2008; Mewis et al., 2012; Ellouzi et al., 2013; Zhao et al., 2013; Ruan et al., 2019; Wang et al., 2019). In *Arabidopsis*, there are three pathways for the synthesis of JAs (Chini et al., 2018; Liu and Timko, 2021). The octadecane pathway starting from α-linolenic acid (α-LeA, 18:3) was the main pathway. Through a sequential series of reactions catalyzed by LOX, AOS, and AOC, α-LeA is converted to OPDA. Then, OPDA is transported from chloroplast to peroxisome, where it is reduced by OPR3 and subsequently shortened by three rounds of β-oxidation, finally yielding JA [(+)-7-iso-JA] (Liu and Timko, 2021). In the cytoplasm, JA is metabolized into different structures by various chemical reactions, such as MeJA, JA-Ile, *cis*-jasmone (CJ), and 12-hydroxyjasmonic acid (12-OH-JA), and *JAR1*, *CYP94B3*, and *CYP94C1* are involved in this process (Ruan et al., 2019). JAT1 mediated the bioactive JA-Ile transport quickly into the nucleus when the plant is under stress (Ruan et al., 2019). COI1-JAZ complex is a high-affinity receptor for the bioactive JA-Ile (Sheard et al., 2010). COI1 associates with the SKP1 protein and Cullin protein to form the SCF-type E3 ubiquitin ligase SCF^COI1^, which targets JAZ for degradation by ubiquitination (Zhai et al., 2015). Subsequently, JAZ proteins are degraded after being transferred to the 26S proteasome, and simultaneously, transcription factors such as MYC2 are released to activate the expression of downstream genes (Ruan et al., 2019). In this study, transcriptome combined with metabolome analysis showed that plant hormone JA signaling was involved in DSF-primed resistance to *Xcc* in *Arabidopsis* (**Figures 4**, **5**). Biosynthesis, metabolism, and signaling genes of JA including *LOX*, *JAZ*, *VSP2*, *CYP94B3*, and *CYP94C1* were induced by DSF priming following *Xcc* invasion (**Figures 4**, **6**, **7**). *LOX2*, *AOS*, *AOC2*, *JAR1*, *JAT1*, *JAZ1*, and *MYC2* were all induced in the DSF priming process in *Arabidopsis* and cabbage (**Figures 6**, **7**, **9**). Elevated JA and JA-Ile hormone levels and desensitizing of JA signaling mutants *coi1-1* and *jar1-1* (**Figures 6**, **8**) confirmed that DSF-primed resistance against *Xcc* was dependent on the JA pathway.

DSF-producing phytopathogens or plant-associated bacteria use DSF signals to affect host cell biology through multilayered regulatory networks (He et al., 2023). The regulatory mechanism of DSF during the *Xanthomonas*–plant interactions is far from clear. The role of JA and JA derivatives in DSF-mediated *Xanthomonas*–plant interactions needs further study. JA signaling crosstalk with other phytohormones such as SA, auxin, ABA, and zeatin in DSF priming plant immunity needs more investigation. Moreover, the role of calcium signaling, G protein signaling, and MAPK signaling in DSF-mediated *Xanthomonas*–plant interactions is also the direction of further research. Understanding the mechanisms of QS signal-mediated communication has important implications for appreciating host–pathogen interactions and providing new strategies for the control of plant disease.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

QZ and SS drafted the manuscript. QZ, FL, and CS performed the plant pathology analysis, molecular analysis, and genetic assay, respectively. TZ, ZH, LM, XZ, and ZJ helped with the acquisition, analysis, and interpretation of data for the work. SS was responsible for the design of the work. All authors gave approval to the final version.

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 1

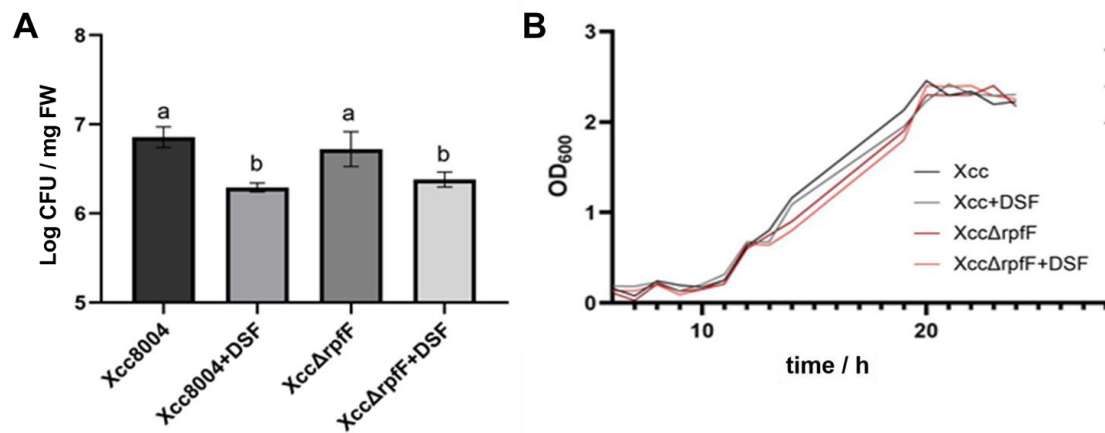

**Supplementary figure 1:** The influence of endogenous DSF on DSF priming effect in *Arabidopsis*. (A) Proliferation of *Xcc* in the leaves of wild-type *Arabidopsis* Col-0. The seedlings were pretreated with 2  $\mu$ M DSF for 48 h prior to inoculation with  $10^8$  CFU/mL *Xcc8004* (wild-type strain) or *XccΔrpfF* (mutant strain that lack of DSF synthesis). (B) The growth curve of *Xcc8004* and *XccΔrpfF* with 2  $\mu$ M exogenous DSF application or not. Values are means  $\pm$  SD of three independent experiments. Different letters indicate statistically significant differences (ANOVA test,  $P < 0.05$ ).

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 2

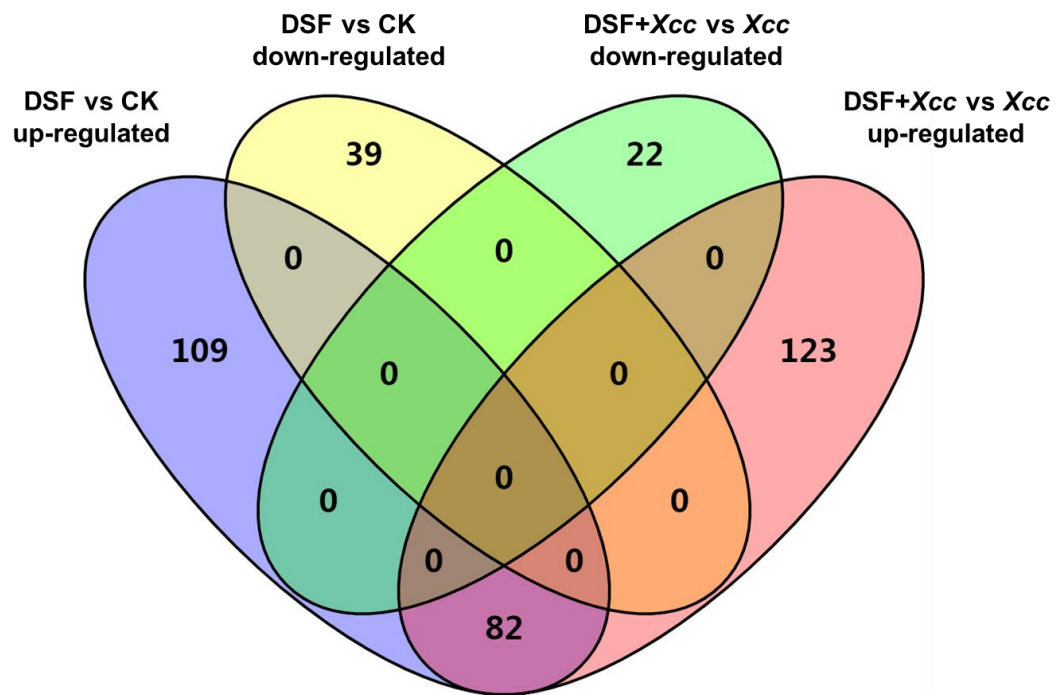

**Supplementary figure 2:** Differential gene expression in response to DSF and following with *Xcc* infection. The seedlings were pretreated by DSF for 48 h following *Xcc* infection for another 48 h. DSF untreated seedlings with synchronous growth were as blank control and *Xcc* inoculated seedlings without DSF pre-treatment were as pathogen control. Total 230 differentially expressed genes (DEGs) including 191 upregulated genes and 39 downregulated genes were identified in DSF treated seedlings compared to untreated control. And there were total 227 DEGs including 205 genes upregulation and 22 genes downregulation in DSF pretreated seedlings prior to *Xcc* challenge compared to *Xcc* inoculated seedlings without DSF pre-treatment. 82 upregulated DEGs were found both in DSF-treated seedlings and in DSF-pretreated seedlings with *Xcc* infection.

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 3

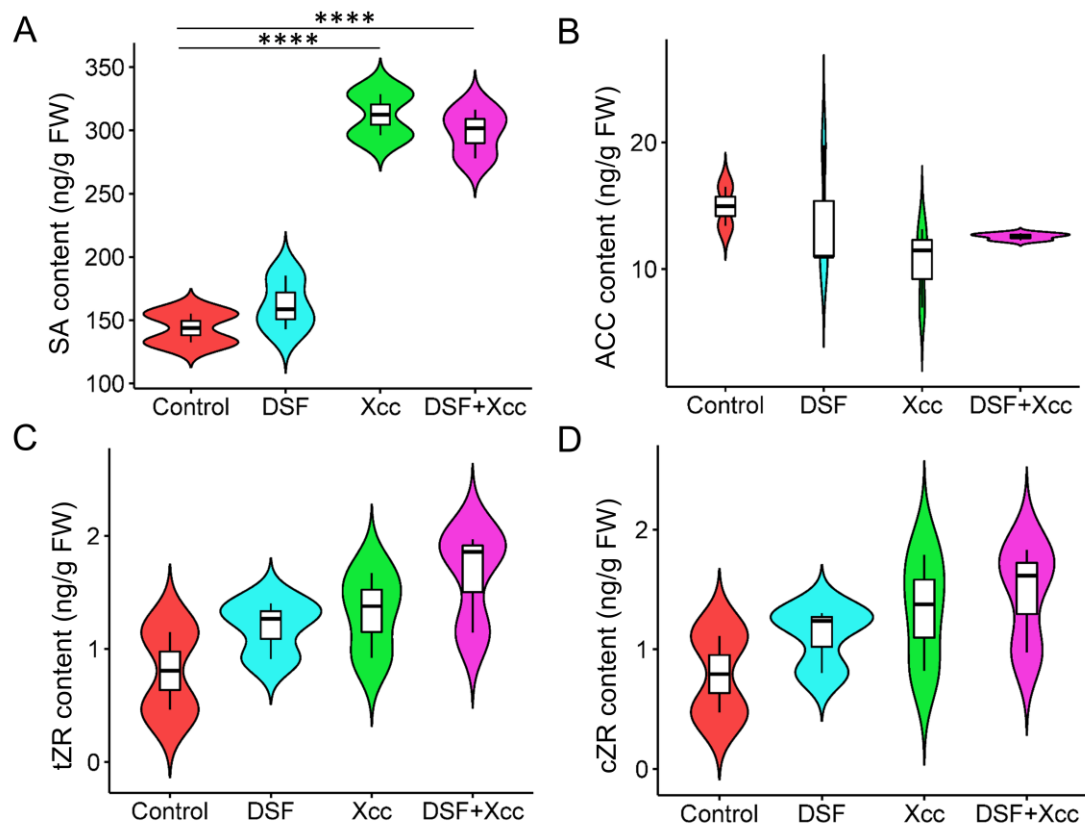

**Supplementary figure 3:** The level of phytohormones in response to DSF and following with *Xcc* infection. The seedlings were pretreated with 2  $\mu$ M DSF for 48 h prior to inoculation with  $10^8$  CFU/mL *Xcc*. Phytohormones were extracted to test the level changes between DSF treatment and untreated control (48 h), or between DSF pretreatment and un-pretreatment prior to *Xcc* infection (48 hpi). (A) SA, (B) ACC, (C) tZR, (D) cZR. Values are means of three duplicate sample data. Asterisks indicate a statistically significant differences (ANOVA test, \*\*\*\*P<0.0001).

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 4

Supplementary Table 1. Primer information of genes investigated in qRT-PCR

| Gene            | Forward primer (5'→3')     | Reverse primer (5'→3')      |
|-----------------|----------------------------|-----------------------------|
| <i>AOC2</i>     | TCGTAAGCGTAATGTGTCCCGTCCCT | CGAGCCTACTAAGCCAAACTTTCCAA  |
| <i>AOS</i>      | TCCGACGGTGGGGAATAAACAATG   | AACAGATGGACTACACAGGTGCGAAC  |
| <i>LOX2</i>     | CAGAGCAACGCTACGGGGGAGAG    | AGAACTGGGGCATCAAACCTGGAGAAT |
| <i>LOX3</i>     | CAGGAGATGCGGAGATTGTTG      | GGCTCAGAACTCGGAACCA         |
| <i>LOX4</i>     | TTTTTAGGGGGATGGCTGT        | AGAGACCGTCGTTGGCGTA         |
| <i>VSP2</i>     | AGCATCTCATACTCAAGCCAAACG   | AGTATCCTCAACCAAATCAGCCCA    |
| <i>Thi2.1</i>   | GTTGGGTAAACGCCATTCTC       | CCCAGGTGGGACTACATAGC        |
| <i>MYC2</i>     | TTGATGAGGAGGTGACGGATAC     | CCAAACACTCCTCCTTGCTTAG      |
| <i>PDF1.2</i>   | CATGGCTAAGTTTGCTTCCA       | GTTGCATGATCCATGTTTGG        |
| <i>WRKY22</i>   | CAAAAGGTTGTTTAGCCCGTA      | ATGATTATGCTCCGCCGTGTA       |
| <i>FRK1</i>     | AGATGGCGGACTTCGGGTTA       | CACTCTTTTCGTTCAATTGGCG      |
| <i>RBOHD</i>    | CAATAGTGTTGCTGGCGGC        | GGCGTTCTTGATGCGTGAG         |
| <i>RBOHF</i>    | TTTGTCCAATGTCCTGCGG        | TCGTCTGGCTCTGAGAAGTCC       |
| <i>OPR3</i>     | ATTATGGCATGTTGGACGTG       | AACAAAACCTCGCCACCTGTT       |
| <i>CYP94B3</i>  | TGGCTTACACGAAGGCTTGTC      | AGTCCCACGAAACTGGAGGAT       |
| <i>CYP94C1</i>  | GGCCCGGATTACGAAGAGTTT      | GGCCGGAACCTTACCTTCGTT       |
| <i>JAZ1</i>     | CTTTTATGCCGGTTCAGTTTGTGTT  | GCTTTTGTGGCTCCGAGTCCGTTTG   |
| <i>JAZ10</i>    | CAACATCTCCTTACTATCCGACAT   | ACGATTTAGCAACGACGAAGAA      |
| <i>JAZ13</i>    | GCCTCTACGCTTCAATCTTGTC     | CGGCACTAACTCTAACGCTGT       |
| <i>COI1</i>     | CTTCTACATGACGGAGTTTGCC     | CACCGACCTTCACAGATACCAG      |
| <i>JAR1</i>     | AACGCTACTGACCCTGAAGAAGC    | GGTGAAGTGTCAACCATCAACCA     |
| <i>JAT1</i>     | TGGTTCTTCACTTGACGGAGAT     | AAGAGTCTTGGTCTTGAGGA        |
| <i>ACTIN2/8</i> | CCAGAAGGATGCATATGTTGGTGA   | GAGGAGCCTCGGTAAGAAGA        |
| <i>BoAOS</i>    | AGGCTGGAGAAATGCTTTATGG     | GCAACAACCTCTCTCCTTCCTC      |
| <i>BoLOX</i>    | GCGGCTAACGATACCAGACT       | CTATGTTCTCACTTCACTCCAC      |
| <i>BoVSP</i>    | CCCGAATGCGTTCAATAAGTGG     | AGTAAGACAGGCTCAATCCCGA      |
| <i>BoMYC2</i>   | TCGTAAGAAGGTGTTGCGTGAG     | GACCCATAAACCCAAACTGCG       |

|               |                        |                        |
|---------------|------------------------|------------------------|
| <i>BoJAZ1</i> | ACAACATCGCTCCTACCCCA   | ACCCTATCCTTTCTCTTCGCCA |
| <i>BoJAR1</i> | GAGACAACACGACAGACCCA   | CTGAAGGCAAAAGCAGTACGAA |
| <i>BoACT1</i> | CACTGTTCCAATCTACGAGGGT | CACAGCGACAAAGGAGAGC    |

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 5

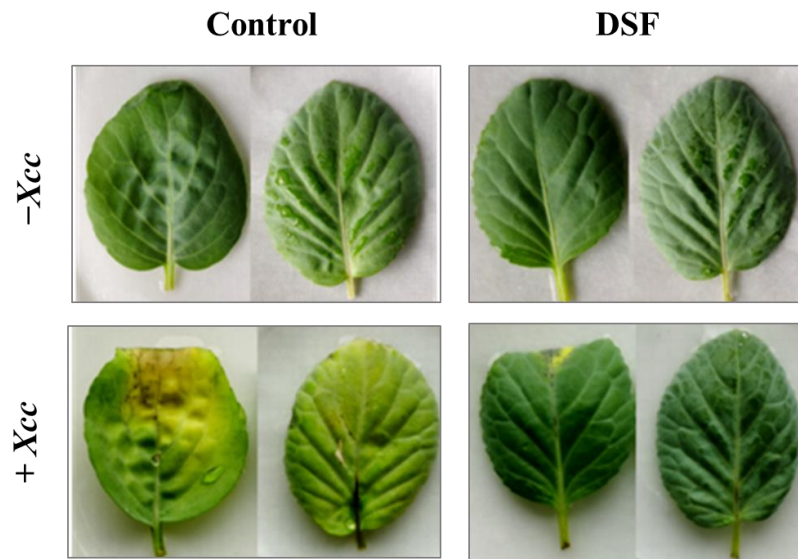

**Supplementary figure 4:** Symptoms of *Xcc* infection on *Brassica oleracea* detached leaves. *Brassica oleracea* that soil-cultured in four leaves and one shoot period were used for treatments. Detached leaves were soaked in sterile dH<sub>2</sub>O (Control) or 2μM DSF for 48 h, then inoculated with 1×10<sup>8</sup> CFU/ml *Xcc* and cultured at 28°C. The disease symptoms were recorded at 9 d after inoculation.

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 6

Supplementary Table 2. Verification of DEGs induced by DSF in RNAseq by qPCR.

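The table pairs, for each gene, the log2 fold change of the RNA-seq counts in DSF-treated against untreated seedlings with a ratio from qPCR on a linear scale. A log2 fold change is negative where a gene decreased, while the ratio then lies between 0 and 1.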

| <b>Genes</b>    | <b>Gene ID</b> | <b>RNAseq<br/>log2Fold</b> | <b>qPCR ratio</b> | <b>Discription</b>                                     |
|-----------------|----------------|----------------------------|-------------------|--------------------------------------------------------|
| <i>JAZ10</i>    | AT5G13220      | 3.6047                     | 6.411             | JA signaling                                           |
| <i>LOX4</i>     | AT1G72520      | 2.9375                     | 8.294             | JA signaling                                           |
| <i>CML40</i>    | AT3G01830      | 2.3525                     | 3.927             | Ca <sup>2+</sup> signaling                             |
| <i>MAPKKK21</i> | AT4G36950      | 3.3132                     | 3.844             | MAPK signaling                                         |
| <i>CML37</i>    | AT5G42380      | 1.7972                     | 6.292             | Ca <sup>2+</sup> signaling                             |
| <i>CNGC19</i>   | AT3G17690      | 1.9333                     | 13.706            | Ca <sup>2+</sup> signaling                             |
| <i>PEPR2</i>    | AT1G17750      | 2.0124                     | 8.006             | Leucine-rich<br>repeat receptor-like<br>protein kinase |
| <i>PEPR1</i>    | AT1G73080      | 1.6513                     | 6.85              | Defense related                                        |
| <i>ERF016</i>   | AT5G21960      | 2.3476                     | 7.661             | Ethylene signaling                                     |
| <i>PBS3</i>     | AT5G13320      | -1.0566                    | 0.073             | Auxin signaling                                        |

# Supplementary material for: Diffusible signal factor primes plant immunity against Xanthomonas campestris pv. campestris (Xcc) via JA signaling in Arabidopsis and Brassica oleracea
**Source:** Front Cell Infect Microbiol. 2023 Jun 19;13:1203582. doi: 10.3389/fcimb.2023.1203582
**Supplement:** Supplementary file 7

Supplementary Table 7: The ortholog genes in *Brassica oleracea* correspond to in Arabidopsis.

| In <i>Brassica oleracea</i> |              | In Arabidopsis |           |
|-----------------------------|--------------|----------------|-----------|
| Ortholog genes              | GenBank ID   | Genes          | Gene ID   |
| <i>BoAOS</i>                | JQ771611.1   | <i>AtAOS</i>   | AT5G42650 |
| <i>BoLOX</i>                | EF123056     | <i>AtLOX2</i>  | AT3G45140 |
| <i>BoVSP</i>                | EU921650.1   | <i>AtVSP2</i>  | AT5G24770 |
| <i>BoMYC2</i>               | XM_013731272 | <i>AtMYC2</i>  | AT1G32640 |
| <i>BoJAZ1</i>               | XM_013728482 | <i>AtJAZ1</i>  | AT1G19180 |
| <i>BoJAR1</i>               | XM_013781405 | <i>AtJAR1</i>  | AT2G46370 |

How the deposited data were processed for this re-analysis (not part of the article)

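RNA was sequenced from leaves of hydroponically grown Arabidopsis seedlings aged 20 days in 4 groups of 3 libraries, CK, DSF, Xcc and DSF+Xcc. The groups were taken from the labels and from the paper's description of the RNA-seq experiment. CK and DSF leaves were harvested 48 h after the start, and Xcc and DSF+Xcc leaves 96 h after it, which is 48 h after inoculation. DSF was given at 2 µM.

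According to the authors, reads were cleaned with in-house scripts and aligned with HISAT2, read pairs on genes were counted with featureCounts, and FPKM was calculated from the counts and the gene lengths. The FPKM values, as deposited, were made by the authors by dividing the counts of a gene by its length and by the library's total count. The table used here holds, for 32992 genes, the counts and the FPKM of each of the 12 libraries. The counts are whole numbers without normalization. The FPKM were recalculated from the counts, the gene length in the table and the library's total count, and the largest relative difference over 28654 genes was 9.82e-15. The table holds 159 assembled loci without an AGI identifier, 152 mitochondrial genes and 133 plastid genes, and 4338 genes have no count in any library. Tool versions, the genome build and the strand setting of the counting are not given in the sources used here. For gene overlaps and the places of primers, 32548 genes were matched by their identifier to the TAIR10.1 annotation.

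Totals ranged from 21372873 to 36270417 counts in CK, from 26472380 to 30009937 in DSF, from 24462702 to 34675401 in Xcc and from 27703764 to 34567183 in DSF+Xcc. The precision of the comparisons follows from these depths and from the spread between replicates, whose biological coefficient of variation by edgeR was 38.5% in CK, 34.4% in DSF, 14.4% in Xcc and 9.64% in DSF+Xcc.

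Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with edgeR's default filter by group, which kept 21911, libraries were normalized with TMM, and the quasi-likelihood F test with robust dispersion was run on all 12 libraries with a mean for each group. The comparisons were DSF vs. CK, DSF+Xcc vs. Xcc, Xcc vs. CK and the interaction of DSF and Xcc. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size. The standard error was taken as the size of the log2 fold change divided by the square root of F. CPM are counts scaled to the TMM-normalized library size, and the principal component analysis used a prior count of 2. Overlaps of calls were tested with a one-sided Fisher's exact test.

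The pipeline was tested on simulated data with the dispersions of these libraries, where 200 of 21911 genes changed 4-fold. For DSF vs. CK, edgeR on all groups recovered 92% of them and called 79 other genes, edgeR on the compared groups recovered 82.5% and called 5 others, and DESeq2 on the compared groups recovered 87.5% and called 26 others. For DSF+Xcc vs. Xcc the same fits recovered 90.5%, 99% and 99% and called 0, 2 and 1 others.

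Whether the replicate numbers pair the libraries was checked by correlating, across the 21911 genes tested, each library's deviation from its group's mean. The correlation was 0.78, 0.53 and 0.54 between CK and DSF libraries of the same number. CK 2 with DSF 3 gave 0.52 and CK 3 with DSF 2 gave 0.73. Deviations cancel within a group, so the shift that CK 1 and DSF 1 share also raises the values of the other libraries. These values therefore do not show whether the numbers pair the libraries. The correlation was -0.07, 0.08 and -0.06 between Xcc and DSF+Xcc libraries of the same number. Genes are not independent replicates. The replicate number was added as a block in an alternative fit.

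Lists of genes were tested with camera at a preset correlation of 0.01, with adjustment over 18 tests. The 6 lists are JA biosynthesis, the JAZ family, SA synthesis and response, core hypoxia, the circadian clock, and touch and early wound genes. Each was tested in both DSF comparisons and the interaction, and a separate family of 6 tests on Xcc vs. CK was added later. The lists, the comparisons, the tests and the alternatives were set before the data were examined, except where the closing section says otherwise. At least 5 genes of the JA biosynthesis list, 7 of the JAZ list, 2 of the SA list and 4 of the touch list are listed by the paper from these libraries, and those of the touch list had been seen there when the list was written. A test of the lists without the genes that the paper lists was added after the results were seen.

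The alternatives were DESeq2's size factors in place of TMM and no normalization factors; DESeq2 1.42.0 on all groups and on the compared groups; edgeR on the compared groups; no low-count filter beyond 1 count over all libraries, and a mean of at least 20 counts per library; no fold threshold; the replicate block; limma 3.58.1 (limma-trend) on log2(FPKM + 1) and on log2(FPKM + 0.1); and leaving out each library in turn. For the lists, fry, an estimated correlation and the block were used. Added after counts of calls had been seen were the block on the compared groups, leaving out replicate 1 of both CK and DSF, and DESeq2 on the compared groups without the assembled loci, the last to see whether it reaches the paper's counts. First fits with edgeR and DESeq2 had also been run before the explanations tested in the closing section were written down.

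Genes are named by this rule: every gene the paper names from RNA-seq or qPCR in Arabidopsis, 30 in all, whose RNA-seq values in Fig. 4C and Supplementary Table 2 had been seen, and for each DSF comparison the 5 upregulated and the 3 downregulated genes with the largest log2 fold change in size among the DEGs whose 3 DSF libraries all lie on one side of the 3 controls and whose mean over the 6 libraries is at least 1 CPM. For the interaction and Xcc vs. CK the rule takes 3 genes in each direction. Genes named outside it were chosen after their values were seen. These are the shared DEGs, the DEGs listed under the paper's terms, the members of the lists that are named, AT3G41768, BEE3, UGT73B2 and AT2G25460.

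GO and KEGG enrichment was not repeated, since no annotation of terms was used here. The genes that Supplementary Tables 3 to 6 list for a term were counted where the list is complete in the text. qPCR, hormone levels, reactive oxygen species and disease were not analysed here.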

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

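The list tests on Xcc vs. CK, the choice of which list results appear here, the omission of replicate 1 of both CK and DSF, and the lists without the genes that the paper lists were settled after results were seen. The other tests were set out beforehand, although counts of calls from first fits were known by then.

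The paper does not report Xcc vs. CK, where edgeR called 2096 genes, 1107 higher and 989 lower in Xcc. The balance of increases and decreases turned with the setting, with 1054 and 1130 by DESeq2 on the compared groups, 1151 and 1216 by DESeq2 on all groups, 1043 and 1053 by edgeR with DESeq2 size factors, and 1121 and 1168 without CK 3. The largest increases named by the rule include AT1G07050 (log2 fold change 5.58), HSP22.0 and AT2G40350. HSP22.0 had 316 counts in Xcc and 1 in CK (ratio 281, 95% exact interval for counting error, 50.1 to 11100). AT2G40350 is listed at 0 counts in CK and was at least 56.9-fold higher in Xcc, where the 95% exact interval for counting error starts. A floor of 3 counts over the CK group gives it a ratio of 70.6. The largest decreases were those of APRR9 (-6.34), SUC7 (-6.09, adjusted p = 0.0129, or 0.0533 without Xcc 1 and 0.057 without Xcc 3) and MIP1A (-5.90). The outlying CK 1 is argued against as the source, since 2063 genes were called without it. A harvest at another time of day stays open, because 8 of the 10 clock genes differed by more than 1 on the log2 scale, some down (PRR9, CCA1 at -4.81, RVE8 at -2.67, LHY at -2.62, PRR7 at -1.16) and some up (ELF4 at 3.43, LUX at 1.89, TOC1 at 1.64), with a camera adjusted p of 0.00164 and a fry adjusted p of 1.92e-05. The other 5 lists had camera adjusted p values of 0.736 or more. An effect of Xcc and an effect of 48 h of further growth cannot be told apart, because there are 0 uninoculated groups of the age of the inoculated plants. Of the 10 splits of the 6 libraries into 3 and 3, only the real one gave as many calls (1 of 10). With 10 splits the share is never under 0.1, so this count alone cannot exclude chance.

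The effect of DSF on the JAZ list was smaller with Xcc than without it in the test of the difference (camera adjusted p = 8.40e-06), with a median interaction of -0.69 and 2 of 13 genes above 0. It did not pass under fry (0.0717) or with an estimated correlation (0.0504). The median was -0.68 without DSF 1, which argues against that outlying library as the source. A biological difference between plants with and without Xcc stays open as untested, as does the later harvest of the inoculated groups. At least 7 of the 13 genes are listed by the paper from these libraries. Without them the camera adjusted p was 0.0323, with 0.0672 under fry and 0.113 with an estimated correlation.

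The core hypoxia list behaved in a similar way, with a median interaction of -1.01, 0 of 10 genes above 0 and a camera adjusted p of 9.99e-04, against 0.405 under fry and 0.368 with an estimated correlation. In DSF vs. CK the list had a median of 0.72 with 9 of 10 genes above 0 (camera adjusted p = 0.0228, 0.405 under fry and 0.542 with an estimated correlation). By edgeR 0 of its genes had an adjusted p under 0.05, over all genes or adjusted over the list alone. In DSF+Xcc vs. Xcc the median was -0.27 with 2 of 10 genes above 0 (camera adjusted p = 0.323). Lower oxygen in the DSF-treated cultures may contribute, as the camera value of 0.0228 is what it predicts, but that value rests on the preset correlation. None of the 10 genes is among those the paper lists under hypoxia.

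The touch and early wound list rose in DSF vs. CK, with a median of 0.90, 13 of 14 genes above 0 and a camera adjusted p of 1.18e-19 (0.00456 under fry and 0.0289 with an estimated correlation). Of its genes 5 had an adjusted p under 0.05 over all genes and 10 adjusted over the list alone. With Xcc the median was 0.42 with 14 of 14 above 0 and a camera adjusted p of 2.12e-09, which did not hold under fry (0.0923) or an estimated correlation (0.114). There 0 genes passed over all genes and 3 adjusted over the list alone. The interaction had a median of -0.38 with 2 of 14 above 0 and a camera adjusted p of 8.40e-06, against 0.226 and 0.215. Handling of the DSF-treated plants that differed from that of the controls stays open as a candidate explanation for part of the rise of JA genes, since the list moved as it predicts (1.18e-19). That value rests in part on genes known to rise, because ERF6, CML37, CML38 and WRKY33 had been seen among the paper's DEGs when the list was written, and ERF6, CML37 and CML38 are its 3 DEGs by edgeR. Without these 4 genes the list had a median of 0.83 in DSF vs. CK with 9 of 10 genes above 0 (camera adjusted p = 3.37e-09, 0.0217 under fry and 0.103 with an estimated correlation). A rise of touch genes with DSF itself is equally open, because wound and JA signaling share genes and at least 4 of the 14 are listed by the paper. A harvest of DSF at another time of day than CK stays open. With 0 of the 10 clock genes differing by more than 1 on the log2 scale, a shift as large as that between CK and Xcc is not seen, but a smaller one is not excluded. CCA1 (-0.66), LHY (-0.71), RVE8 (-0.48), PRR9 (-0.74), PRR7 (-0.23) and PRR5 (-0.18) were lower with DSF, and GI (0.20), TOC1 (0.39), LUX (0.28) and ELF4 (0.21) were higher. All but GI had the sign they had in Xcc vs. CK, which uses the same CK libraries, and the smallest edgeR adjusted p was 0.222 (PRR9). The clock list had a camera adjusted p of 0.12 in both DSF comparisons, with medians of -0.20 and -0.17, which decide nothing for genes that go both ways. Its interaction had an adjusted p of 0.949, with a median of -0.08 and a mean of 0.02.

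The paper's text does not discuss SA genes as a set in these libraries, although its Supplementary Table 3 holds terms for SA and it lists at least 2 of the 11 genes tested here, PBS3 among them. The SA synthesis and response list had a median of 0.43 in DSF vs. CK with 9 genes above 0 (camera adjusted p = 2.85e-05, 0.00456 under fry and 0.0422 with an estimated correlation). After Xcc the median was 0.42 with all 11 above 0 (camera adjusted p = 2.06e-08, 0.00456 under fry and 0.0107 with an estimated correlation). The numbers of genes under 0.05 were 1 over all genes and 5 adjusted over the list alone in the former, and 1 and 2 in the latter. Without the genes that the paper lists, the camera adjusted p was 3.65e-04 in the former and 4.55e-04 in the latter. The interaction did not pass (0.75). PR1, a marker of the SA response, was not tested for want of counts. No technical explanation was tested for this list alone. A response to DSF is open and untested apart from these comparisons. The paper reports that the SA content rose with Xcc and did not change with DSF pretreatment. That is a hormone level, which these transcript levels do not measure.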

How the results depend on the processing

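The block on the compared groups, the omission of replicate 1 of both CK and DSF, and DESeq2 without assembled loci were chosen after the data were seen. The other alternatives were planned. For GO and KEGG enrichment, a test of upregulated genes alone and another background were set out and not run.

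In DSF vs. CK the count of 150 became 387 with DESeq2 on all groups, 237 with DESeq2 on the compared groups, 0 with edgeR on the compared groups and 266 without a fold threshold. It was 0 with the block on the compared groups (2421 genes at an unadjusted p under 0.05), 531 without replicate 1 of both CK and DSF and 236 with DESeq2 without assembled loci. The other planned settings with all libraries gave 133 to 163. With 1 library left out the count ranged from 34 to 288, and it moved by more than 1.5 times without CK 2 (34), CK 3 (79), DSF 1 (288), DSF 3 (43), Xcc 2 (97), DSF+Xcc 1 (94), DSF+Xcc 2 (98) and DSF+Xcc 3 (96). More genes rose than fell under every setting that called any. The downregulated count of 20 ranged from 2 to 56 with 1 library left out, and was 9 with the block on all libraries, 77 with DESeq2 on all groups and 113 without replicate 1 of both CK and DSF. The threshold removed explains 266. In the simulation of DSF vs. CK, edgeR called 79 other genes with all groups and 5 with the compared groups alone. Fitting all groups together may therefore add false calls to the 150. The cause of the other changes was not tested.

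In DSF+Xcc vs. Xcc the count of 21 became 117 with DESeq2 on all groups, 233 with DESeq2 on the compared groups, 135 with edgeR on the compared groups, 40 without a fold threshold and 32 by limma on log2(FPKM + 1). It was 109 with the block on the compared groups, 124 without replicate 1 of both CK and DSF and 231 with DESeq2 without assembled loci. With 1 library left out it ranged from 0 to 51, with 9 without CK 2, 13 without DSF 3, 51 without Xcc 1, 0 without Xcc 2, 1 without Xcc 3 and 0 without DSF+Xcc 1, DSF+Xcc 2 or DSF+Xcc 3, where edgeR gave 1083 genes without Xcc 2 and 1292, 1216 and 1127 without the DSF+Xcc libraries at an unadjusted p under 0.05. The cause was not tested, apart from the spread of CK and DSF weighed among the other observations.

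The shared upregulated count of 17 became 76 and 85 with DESeq2 on all and on the compared groups, 0 with edgeR on the compared groups, 33 without a fold threshold, 0 with the block on the compared groups, 66 without replicate 1 of both CK and DSF and 85 with DESeq2 without assembled loci. It ranged from 0 to 39 with 1 library left out, with 26 without CK 1, 4 without CK 2, 5 without DSF 3, 39 without Xcc 1, 1 without Xcc 3 and 0 without Xcc 2 or any DSF+Xcc library. The shared downregulated count was 0 under all settings but the omission of replicate 1 of both CK and DSF, where it was 1. The cause was not tested.

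Xcc vs. CK gave 5657 genes without a fold threshold, which follows from its removal. It gave 1494 to 2367 under the other planned settings and 1715 to 2289 with 1 library left out. The share of increases was 52.8%. It was 68.1% without normalization factors, where the median of all genes lay 0.20 above 0, and 68.1% and 70.3% by limma on FPKM with a pseudocount of 1 and 0.1 (medians 0.19 and 0.26). Decreases outnumbered increases with edgeR on DESeq2 size factors (49.8%), with DESeq2 on all groups (48.6%) and on the compared groups (48.3%), and without CK 3 (49%). The interaction gave 43 genes with DESeq2 on all groups, 1 without CK 1 and 0 under the other settings, where edgeR and limma put 620 to 2210 genes at an unadjusted p under 0.05. The cause was not tested.

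Adding the replicate number as a block gave 138 DEGs in DSF vs. CK, 23 in DSF+Xcc vs. Xcc, 2086 in Xcc vs. CK and 19 shared upregulated genes. The block took the call from JAZ10 (adjusted p = 0.0772), CNGC19 (0.0667), WAK3 (0.0659), UGT74E2 (0.101) and AT5G16980 (0.0934), in DSF vs. CK, and gave it to LOX4 (0.0361). After Xcc it took the call from PEPR1 (0.0621), CYP94B3 (0.0626) and ERF109 (0.051). It changed no other call of a named gene.

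Of the 18 list tests 12 passed with camera, 7 under fry, 7 with an estimated correlation and 12 with the block. Without the genes that the paper lists, chosen after the results were seen, 11 passed with camera. The JAZ list in DSF+Xcc vs. Xcc no longer did (0.12), and the interactions of the JA biosynthesis list (0.608) and the SA list (0.374) changed direction and passed in neither form. The interaction of the clock list changed direction with the block (adjusted p = 0.998) and passed nowhere.

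The named genes gave 2161 values under alternatives for 84 pairs of gene and comparison. The direction and the call were as reported in 1842, the call was lost in 201 and gained in 108, and the direction was reversed in 10. None of the reversed values had been called. JAR1 in DSF vs. CK had a log2 fold change of -0.03, with a range of -0.24 to 0.17 when 1 library was left out (0.13 without CK 3 and 0.17 without DSF 1) and 0.03 without replicate 1 of both CK and DSF. PDF1.2 in DSF+Xcc vs. Xcc had -0.27, with 0.08 with the block, 0.04 by limma on log2(FPKM + 0.1) and a range of -0.79 to 0.76 (0.76 without Xcc 1 and 0.19 without DSF+Xcc 1). AT5G16980 in DSF+Xcc vs. Xcc had 0.05, with a range of -0.15 to 0.34 (-0.15 without Xcc 1, -0.00 without Xcc 3 and -0.07 without DSF+Xcc 1). The cause was not tested.

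Depth limits the genes with few counts. BHLH92 had 2 counts in the Xcc libraries together, and PDF1.2 had 3 counts in DSF and 12 in CK, a ratio of 0.278 (95% exact interval for counting error, 0.0503 to 1.03), so the decrease of PDF1.2 in DSF vs. CK lies within counting error. MYC2 and Thi2.1 had too few counts to be tested.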

Differences from the paper's values

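The paper gives 230 DEGs for DSF vs. CK and edgeR on all libraries 150. Of the alternatives set before the data were examined, DESeq2 on the compared groups (237), the stricter filter (161), no fold threshold (266), limma on log2(FPKM + 0.1) (163), leaving out CK 1 (219) and leaving out DSF 1 (288) lie within 1.5 times the paper's count, and the others do not. The paper gives 39 downregulated genes and this test 20. DESeq2 on the compared groups (41), no fold threshold (45), leaving out CK 1 (56) and leaving out DSF 1 (55) lie within 1.5 times of it, and the others do not.

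For DSF+Xcc vs. Xcc the paper gives 227 DEGs, 205 upregulated and 22 downregulated, and edgeR on all libraries 21, 20 and 1. Of the alternatives set before the data were examined, DESeq2 on the compared groups, with 233, 210 and 23, comes within 1.5 times of each, and the others do not. The paper gives 82 shared upregulated genes and this test 17. Of the alternatives set before the data were examined, DESeq2 on all groups (76) and on the compared groups (85) lie within 1.5 times of it. The others set beforehand do not. Leaving out replicate 1 of both CK and DSF, chosen after the data were seen, gave 66, which also lies within 1.5 times. DESeq2 on the compared groups without the assembled loci, chosen after the values were seen, gave 236, 231 and 85. Of the 75 genes in the complete term lists of the paper for DSF vs. CK it drops 0, and of the 74 for DSF+Xcc vs. Xcc it drops 1, and the same fit with the assembled loci also called 73 of the latter.

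The 26 log2 fold changes of Fig. 4C and Supplementary Table 2 that were compared lie within 0.07 of those from edgeR, less than the larger error, and within 0.05 of those from DESeq2 on the compared groups.

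The paper treats LOX4 and PBS3 as DEGs in DSF vs. CK, and edgeR on all libraries calls neither (adjusted p = 0.0503 and 0.173). LOX4 was called by DESeq2 on all groups and on the compared groups, by both limma fits, without normalization factors, with the stricter filter, with the block and without CK 1, and also without replicate 1 of both CK and DSF and by DESeq2 without assembled loci, both chosen after the values were seen. PBS3 was called by DESeq2 on all groups, on the compared groups and, chosen after the values were seen, without assembled loci. CML40, MAPKKK21, CML37, CNGC19, PEPR1, PEPR2, ERF016 and JAZ10, which the paper also names, were called.

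The paper states that LOX3 was induced significantly by DSF without Xcc. The legend of Fig. 4C defines significant upregulation on the qPCR ratio, and qPCR was not analysed here, so the RNA-seq test need not differ from that statement. Its log2 fold change in the RNA-seq was 2.07 with an edgeR adjusted p of 0.147, and DESeq2 on the compared groups did not call it (0.14). LOX3 was called there by DESeq2 on all groups, by both limma fits and without CK 1, and, chosen after the values were seen, without replicate 1 of both CK and DSF. OPR3, named with it, was called.

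The paper states that the induction of LOX2, LOX3 and LOX4 by DSF was greater after Xcc. Fig. 4C gives qPCR ratios for these genes too, which were not analysed here. In the RNA-seq it was larger after Xcc for LOX2 (1.33 against 0.55) and smaller for LOX3 (1.59 against 2.07) and LOX4 (1.69 against 2.95), and none of the differences passed a test (edgeR interaction, p adjusted over 9 genes of 0.28, 0.56 and 0.28). After Xcc, LOX2 was called by DESeq2 on all and on the compared groups, by edgeR on the compared groups and, chosen after the values were seen, without replicate 1 of both CK and DSF and by DESeq2 without assembled loci. LOX3 was called there by both tools on the compared groups and, chosen after the values were seen, with the block on them and by DESeq2 without assembled loci. LOX4, CYP94C1, JAZ10 and VSP2 were called there by DESeq2 on the compared groups, with and without the assembled loci, and JAZ10 also by DESeq2 on all groups. JAZ13 was called there by none of the settings.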

Other observations

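The test of the spread of CK and DSF, the omission of replicate 1 of both groups, the count of genes outside the 50 most abundant, and the check of primers were chosen after results were seen. The prediction on overlapping genes was written after the overlap of MYC2 was known and before the count over all genes.

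CK 1 and DSF 1 stand apart from the other libraries of their groups, and their deviations from the other libraries correlated across genes (r = 0.78, over 21911 genes that are not independent replicates). Both deviated by more than 1 on the log2 scale with one sign in 2475 genes, 284 of them higher in replicate 1. Gene length (rho -0.06 at the smaller of the pair) and GC content (0.00) are argued against as trends behind it, as is depth, since the correlation was 0.78 after thinning all libraries to the smallest total. The correlation without the 50 most abundant genes, also 0.78, decides nothing on a few genes that take most of the counts, as it hardly responds to the removal of so few. Such genes would shift all others alike. Among 18680 other genes with a mean of at least 50 counts, thinned to equal totals and centred on the median deviation, 177 were higher by more than 1 in both CK 1 and DSF 1 (38.6 if the libraries were independent) and 1453 were lower (180), which argues against a common shift as the whole cause. A harvest at another time of day stays open. All 10 clock genes deviated with the same sign in CK 1 and DSF 1. CCA1 (1.09 and 0.49), LHY (0.32 and 0.62), RVE8 (0.30 and 0.43), PRR9 (0.60 and 0.03) and PRR7 (0.12 and 0.01) were higher, and PRR5 (-0.22 and -0.14), GI (-0.49 and -0.61), TOC1 (-0.77 and -0.55), LUX (-0.77 and -0.35) and ELF4 (-1.15 and -1.30) were lower. Only 1 of the 10, ELF4, passed 1 in both, and shared signs are common among all genes, given their correlation, so these values do not decide it. A different culture or plant state for replicate 1 of CK and DSF stays open as untested. No biological condition of the design separates replicate 1 from the others.

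More genes rose than fell in DSF vs. CK (86.7% of the calls). The TMM factors are not needed for this, because the share was 92.8% without them. Removing them hardly moved the median log2 fold change of all genes, from -0.02 to -0.01. This test therefore cannot decide on other errors of normalization.

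Fewer genes were called in DSF+Xcc vs. Xcc than in DSF vs. CK by edgeR on all libraries. The spread of the CK and DSF libraries, carried into the shared model, is a candidate explanation, as 135 genes were called with Xcc and DSF+Xcc fitted alone. This test was chosen after the counts were seen.

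Other splits of the libraries were counted for each comparison. For DSF vs. CK 2 of 10 splits gave as many calls as the real one. The other was CK 1, CK 2 and DSF 1 against the rest, with 1475 calls. It puts both libraries of replicate 1 on one side. That alone does not account for its calls, since CK 1 and DSF 1 grouped with CK 3, DSF 2 or DSF 3 gave 0 calls each. All these splits were fitted without the replicate block. Of those that part all 3 pairs of CK and DSF numbers, the 3 other than the real one gave 0 calls, and the real one 150. With the block the real split gave 138, and the other splits were not run with it. For DSF+Xcc vs. Xcc 1 of 10 splits, the real one, gave as many. The 9 others gave 0 calls there. With 10 splits the share is never under 0.1, so this count alone cannot exclude chance in either. For the interaction the real split had 0 calls, so all 50 of 50 splits had to give as many, and the count says nothing about chance.

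MYC2 is listed with 0 counts in all 12 libraries. On the TAIR10.1 annotation 3241 of its 3289 exon bases, 98.5%, lie under AT1G32630 on the opposite strand. Among the 1217 genes with at least 95% of their exon bases under genes of the opposite strand, 1109 (91.1%) have no count in any library, against 2368 of 22506 (10.5%) without overlap. Among protein-coding genes the shares were 396 of 453 (87.4%) and 1365 of 19821 (6.89%). Counting without strand that drops bases shared by a pair of genes is consistent with these shares (91.1). The absence of MYC2 counts is therefore not read as an absence of its transcript. No biological explanation was tested.

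The primers of the paper's qPCR were matched exactly to TAIR10.1. The pair labelled AOC2 matches AT1G13280, annotated as AOC4, at 4548662 to 4548797 on chromosome 1. The pair labelled JAZ1 matches AT3G17860, annotated as JAZ3, at 6121921 to 6122250 on chromosome 3, and the pair labelled VSP2 matches AT5G24780. The MYC2 pair lies at 11800267 to 11800444 on chromosome 1, in the coding exon of MYC2. A primer of each of the pairs for LOX2, LOX4, FRK1, RBOHF, OPR3, CYP94C1, JAR1 and JAT1 had no exact match in any transcript. Mismatches were not tested.

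For genes that the paper measured by qPCR only, the RNA-seq log2 fold changes in DSF vs. CK and in DSF+Xcc vs. Xcc were 0.73 and 0.47 for AOS, 0.37 and 0.34 for AOC2, 0.65 and 0.47 for WRKY22, -1.14 and -0.72 for FRK1, 0.45 and 0.52 for RBOHF, -0.13 and -0.09 for COI1, 0.92 and 0.08 for JAT1, and -0.03 and 0.09 for JAR1. None was called by edgeR on all libraries. Several moved widely with 1 library left out. FRK1 (standard errors 0.75 and 0.70) ranged from -1.55 to -0.25 in DSF vs. CK and from -1.15 to -0.08 in DSF+Xcc vs. Xcc. In DSF vs. CK, RBOHF ranged from 0.08 to 0.88, AOC2 from 0.07 to 0.6, WRKY22 from 0.37 to 1.02 and JAT1 from 0.52 to 1.26. JAT1 was called in DSF vs. CK without DSF 1 (1.26, edgeR adjusted p = 0.0464). It was also called without replicate 1 of both CK and DSF (1.07, edgeR adjusted p = 0.038), chosen after the values were seen. The qPCR pairs labelled AOC2 and JAZ1 match AOC4 and JAZ3 instead. In the RNA-seq AOC4 had 0.12 and 0.06 in these comparisons, and JAZ3 had 0.75 and 0.32. By qPCR the paper reports rises of WRKY22 and FRK1 with DSF 48 h after inoculation, where FRK1 was not higher in the RNA-seq. JAZ1 itself had 1.68 (edgeR adjusted p = 0.0273) and 1.17 (0.197). Its call in DSF vs. CK was lost with edgeR on the compared groups (0.341, and 0.09 with the block on them, chosen after the values were seen), without normalization factors (0.0835), by limma on log2(FPKM + 1) (0.07) and log2(FPKM + 0.1) (0.0725), and without CK 2 (0.111), DSF 2 (0.0615), DSF 3 (0.11), Xcc 2 (0.0548) or DSF+Xcc 1, 2 or 3 (0.055, 0.0569 and 0.0555), and it was gained in DSF+Xcc vs. Xcc without CK 1 (0.0459), with edgeR (0.0108) and DESeq2 (1.95e-17) on the compared groups, with DESeq2 on all groups (0.00501), and, chosen after the values were seen, with the block on the compared groups (0.0316), without replicate 1 of both CK and DSF (0.00767) and with DESeq2 without assembled loci (2.01e-17).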
